# An Intricate Network Involving the Argonaute ALG-1 Modulates Organismal Resistance to Oxidative Stress

**DOI:** 10.1038/s41467-024-47306-4

**Published:** 2024-04-09

**Authors:** Carlos A. Vergani-Junior, Raíssa De P. Moro, Silas Pinto, Evandro A. De-Souza, Henrique Camara, Deisi L. Braga, Guilherme Tonon-da-Silva, Thiago L. Knittel, Gabriel P. Ruiz, Raissa G. Ludwig, Katlin B. Massirer, William B. Mair, Marcelo A. Mori

**Keywords:** Gene regulation, miRNAs, Ageing

## Abstract

Cellular response to redox imbalance is crucial for organismal health. microRNAs are implicated in stress responses. ALG-1, the *C. elegans* ortholog of human AGO2, plays an essential role in microRNA processing and function. Here we investigated the mechanisms governing ALG-1 expression in *C. elegans* and the players controlling lifespan and stress resistance downstream of ALG-1. We show that upregulation of ALG-1 is a shared feature in conditions linked to increased longevity (e.g., germline-deficient *glp-1* mutants). ALG-1 knockdown reduces lifespan and oxidative stress resistance, while overexpression enhances survival against pro-oxidant agents but not heat or reductive stress. R02D3.7 represses *alg-1* expression, impacting oxidative stress resistance at least in part via ALG-1. microRNAs upregulated in *glp-1* mutants (miR-87-3p, miR-230-3p, and miR-235-3p) can target genes in the protein disulfide isomerase pathway and protect against oxidative stress. This study unveils a tightly regulated network involving transcription factors and microRNAs which controls organisms’ ability to withstand oxidative stress.

## Abstract (web summary)

In this study, Vergani-Junior *et al*. show that increased expression of the argonaute ALG-1 in long-lived worms improves oxidative stress resistance through the modulation of microRNAs that downregulate the protein disulfide isomerase pathway.

## Introduction

Aging is associated with the decreased ability of cells to respond to endogenous and exogenous stressors^1,2^. This impaired response to stressful perturbations results in surplus of toxic products, such as reactive oxygen species (ROS), thus impairing health^2^. *Caenorhabditis elegans* is a widely used model organism in aging research and has been fundamental for the identification and characterization of mechanisms involved in life and health span regulation^1,3,4^.

One of such mechanisms involve microRNAs (miRNAs) – small non-coding RNAs known to operate by targeting mRNAs through base complementarity and fine-tuning gene expression by inhibiting translation and/or promoting mRNA decay^5^. Since the identification of *lin-4* as a miRNA involved in longevity in *C. elegans*^6^, other miRNAs have been found to modulate stress responses and the aging process across the evolutionary spectrum^5,7^. For instance, genetic loss of *mir-71* shortens the lifespan of *C. elegans*, whereas overexpression of this miRNA promotes longevity through pathways involving the transcription factor DAF-16, the worm ortholog of FoxO^8,9^. In addition, *mir-71* mutants fail to properly regulate proteostasis^10^.

Pathways that lead to longevity have been shown to involve at least in part mechanisms that enable organisms to deal more efficiently with stress. For instance, germline deficiency caused by mutation of the *C. elegans Notch* ortholog *glp-1* results in extended lifespan and improved oxidative stress response^11–13^. Interestingly, lifespan extension promoted by the *glp-1* mutation depends on both DAF-16/FoxO and miR-71^9^. The mechanism through which germline deficiency protects from oxidative stress at the organismal level is less understood.

The *C. elegans* argonaute ALG-1 (Ago-like gene 1), like its human ortholog AGO2, is an endoribonuclease that plays a fundamental role in miRNA processing and function^14^. ALG-1 assembles and stabilizes guide strands from miRNA duplexes, pairing them with target mRNAs, thereby mediating target degradation or repression^14^. Inhibition of ALG-1 disrupts miRNA function and leads to a global reduction of mature miRNAs in the worm and accumulation of pre-miRNAs^15,16^. In *C. elegans*, the expression of *alg-1* decreases with aging, and *alg-1* loss-of-function results in developmental defects, as well as decreased oocyte number, shorter lifespan, and increased stress sensitivity^14,16–18^. ALG-1 is also required for proper heat stress recovery response^19^. Although there is mounting evidence showing how miRNAs and argonautes participate in multiple biological processes, including aging, whether these enzymes can be physiologically regulated to modify the ability of organisms to respond to environmental perturbations and adapt to stress remains to be elucidated.

Here we show in *C. elegans* that ALG-1 upregulation is a common feature among a number of conditions leading to extended lifespan. Knockdown of *alg-1* in adult worms reduces lifespan, impairs resistance to pro-oxidant agents, and suppresses the increased longevity and oxidative stress resistance of germline-deficient *glp-1* mutants. In contrast, worms overexpressing *alg-1* are protected from oxidative stress, but not from heat or reductive stress. We identified *R02D3.7* as a repressor of *alg-1* and showed it to be downregulated in *glp-1* mutants and involved in oxidative stress resistance. We also explored the downstream mechanisms through which ALG-1 modulates stress resistance, and found miRNAs upregulated in *glp-1* mutants (i.e., miR-87-3p, miR-230-3p, and miR-235-3p) involved in oxidative stress response. Genes associated with the protein disulfide isomerase (PDI) pathway are enriched among the putative targets of these miRNAs, and we showed that miR-230-3p can directly target *pdi-2* - the ortholog of the human gene encoding protein disulfide isomerase P4HB. Moreover, partial reduction of *pdi-2* results in increased survival when worms are exposed to paraquat – a pro-oxidant agent. Taking these results together, we conclude that upregulation of the argonaute ALG-1 represents a mechanism that helps worms resist oxidative stress by increasing the activity of miRNAs that can target the PDI pathway.

## Results

### Loss of *alg-1* in adult *C. elegans* disrupts redox balance

Deficiency in *alg-1* has a broad range of effects in *C. elegans*, some of which are developmental, i.e., occurring prior to adulthood^15,20^. The levels of ALG-1 reduce with aging^17,21^ and *alg-1* deficiency shortens lifespan^17,22^. When *alg-1* RNAi is applied during adulthood to dissociate from its developmental effects, this intervention also reduces lifespan (Supplementary Fig. 1a). While the phenotype of reduced lifespan has been consistently confirmed by other studies^17,22^, the mechanisms through which ALG-1 regulates worm vitality and stress resistance remain unclear.

Consistent with an impaired oxidative stress response in *alg-1* deficient worms^18^, we found increased mortality in *alg-1* RNAi vs. control RNAi (empty vector) when subjecting worms to pro-oxidant agent paraquat (Supplementary Fig. 1b). *alg-1* RNAi also increased superoxide dismutase 3 (*sod-3*) (Supplementary Fig. 1c) and glutathione S-transferase 4 (*gst-4*) (Supplementary Fig. 1d) promoter activities – known to be induced by oxidative stress. The level of induction of the *sod-3* and *gst-4* transcriptional reporters by *alg-1* RNAi was equivalent to that induced by paraquat. Moreover, paraquat did not further increase the levels of *sod-3p::GFP* in worms treated with *alg-1* RNAi. These results demonstrate that ALG-1 is necessary in adult worms for proper control of redox homeostasis and oxidative stress resistance.

### ALG-1 is upregulated in multiple long-lived mutants

Given the role of ALG-1 in lifespan and redox homeostasis, we questioned whether *alg-1* expression was increased in long-lived mutants. By analyzing RNA sequencing (RNAseq) data from long-lived worms (GSE111338 from Gene Expression Omnibus and Dutta, et al.^23^), we observed that *alg-1* mRNA was upregulated in the germline-deficient mutant *glp-1(e2141)*, the electron transport chain-deficient mutant *clk-1(qm30)*, the dietary-restricted mutant *eat-2(ad1116)*, and the mTORC1-deficient mutant *raga-1(ok386)*, but not in the insulin/IGF1 signaling-deficient mutant *age-1(hx546)* (Fig. 1a and Supplementary Data 1). On the other hand, *alg-2* - a paralog of *alg-1* also involved in miRNA function^16^ - was not affected in these long-lived mutants, except for the *eat-2* mutant, where *alg-2* was increased, and the *glp-1(e2141)* mutant, where *alg-2* was downregulated (Supplementary Fig. 2a).

**Fig. 1:**
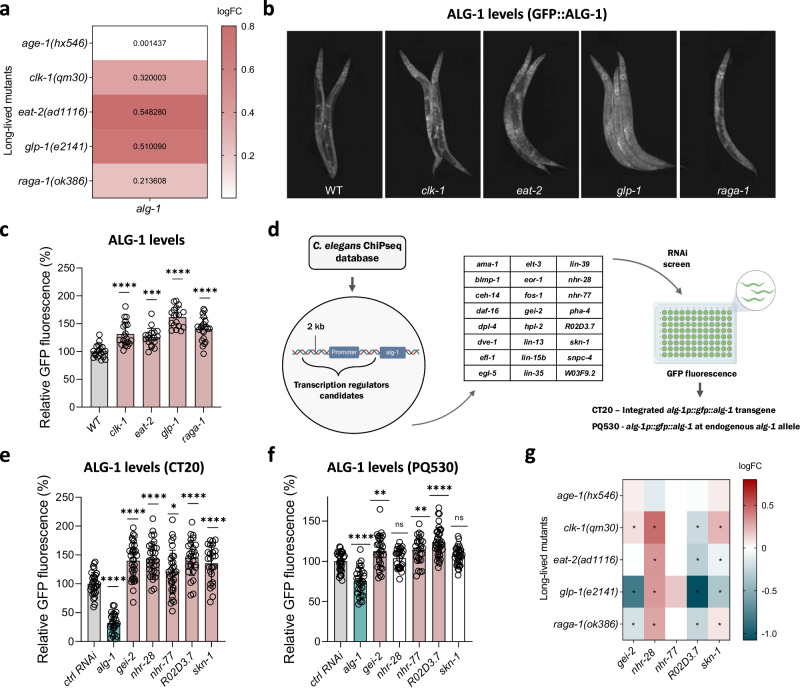
ALG-1 levels are increased in long-lived mutants. **a** *alg-1* gene expression in long-lived mutants as determined by RNAseq. *n* = 4 per group. Values represent log_2_(fold change of long-lived mutant/control), logFC. Adjusted *P* values and detailed information are described in Supplementary Data 1. **b** Representative images and **c** relative GFP fluorescence of the *gfp::alg-1* reporter (PQ530) in different long-lived mutant backgrounds at day 1 of adulthood. Combined data of two independent replicates. *n* = 20, 20, 18, 18, 22 worms per condition. **d** Schematic of the RNAi screen used to find and validate *alg-1* regulators. Two *gfp::alg-1* reporter strains were used, CT20^25^, a multicopy integrated *alg-1p::gfp::alg-*1 transgene (*zals5*) and, PQ530^17^, a endogenous *alg-1* allele (*ap423*) tagged with GFP. Created with BioRender.com. Relative GFP fluorescence of CT20 (*n* = 30, 27, 33, 31, 31, 28, 26 worms per condition) (**e**) and PQ530 (*n* = 32, 29, 31, 28, 28, 35, 36 worms per condition) (**f**) worms after RNAi exposure. Worms were grown on plates with control (ctrl) RNAi (empty vector), transferred to respective RNAi plates at day 0 of adulthood, and had their fluorescence measured on day 3. Combined data of three independent experiments. **g** *gei-2/mep-1, nhr-28, nhr-77, R02D3.7* and *skn-1* gene expression in long-lived mutants as determined by RNAseq. *n* = 4 per group. * Adjusted *P* values < 0.05, as described on Supplementary Data 1. **c**, **e**, **f** Bars represent mean ± SEM. Comparisons between controls groups *versus* experimental groups were made using one-way ANOVA with Dunnett’s post hoc test. ns – non-significant (*P* > 0.05), * *P* < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data and exact *P* values (whenever available) are provided in the Source Data file.

For that reason, and because the role of ALG-2 in longevity and stress resistance remains contentious^17,18^, in this study we decided to focus on ALG-1. Using a CRISPR-engineered ALG-1 reporter strain generated by the Pasquinelli group where GFP was fused to the N-terminus of endogenous ALG-1^17^ (PQ530), we confirmed that the upregulation of ALG-1 occurred at the protein level in all mutants where *alg-1* mRNA was upregulated (Fig. 1b, c). The *glp-1(e2144)* mutant exhibited the highest ALG-1 expression among the long-lived mutants. Thus, we used *glp-1(e2144)* mutants for the remainder of the study to better comprehend ALG-1 regulation and its association with stress resistance in a condition of extended longevity.

To understand how ALG-1 expression can be transcriptionally controlled and dynamically regulated, we searched for transcription factors that bind to the *alg-1* promoter and control its expression. Using the modENCODE project - a validated ChIP-Seq database of *C. elegans*^24^ - we found 24 transcription factors capable of binding to a 2-kb element upstream of the *alg-1* starting codon (Fig. 1d and Supplementary Data 2). First, we tested the ability of these transcription factors to control ALG-1 levels using an RNAi screen employing a multicopy, integrated *alg-1p::gfp::alg-1* transgenic reporter strain generated by Shih-Peng Chan & Frank Slack (CT20)^25^.

Of the 24 candidates, knockdown of 5 of them (*gei-2/mep-1, nhr-28, nhr-77, R02D3.7*, and *skn-1*) increased the levels of ALG-1 (Fig. 1e). To further validate these candidates as regulators of *alg-1*, we used the CRISPR-engineered ALG-1 reporter strain PQ530. In PQ530 worms, ALG-1 levels increased following the knockdown of *gei-2*, *nhr-77*, or *R02D3.7*, with no changes observed under *nhr-28* and *skn-1* RNAi (Fig. 1f). These results confirm GEI-2, NHR-77, and R02D3.7 as negative regulators of ALG-1.

We then investigated the expression levels of *gei-2*, *nhr-77*, and *R02D3.7* in the RNAseq datasets of long-lived mutants. We found that *R02D3.7* was downregulated in all long-lived mutants where *alg-1* was upregulated (Fig. 1g), agreeing with its role as a negative regulator of *alg-1*. The pattern of *gei-2* was less consistent, whereas it was also downregulated in *glp-1(2144)* mutants. In contrast, *nhr-77* was not altered in the long-lived mutants (Fig. 1g and Supplementary Data 1). Knockdown of *R02D3.7*, but not *gei-2*, further increased ALG-1 expression in *glp-1(e2144)* mutants (Supplementary Fig. 2b), although to a lesser magnitude than in wild type (WT) worms (Fig. 1e). Together, these results identify three genes that exert negative regulation over *alg-1*; two of them, namely *R02D3.7* and *gei-2*, are associated with the upregulation of ALG-1 in long-lived mutants.

While the binding of these transcription factors to the *alg-1* promoter suggests their *cis*-regulatory role in controlling *alg-1* transcription, the verification of their functionality in a screen utilizing reporter strains where the *alg-1* promoter governs the expression of GFP::ALG-1 fusion proteins potentially influenced by the endogenous 5’ and 3’ UTRs does not preclude the possibility of their acting in *trans*. For instance, they might exert an indirect influence through the induction of miRNAs that suppress ALG-1 expression. Indeed, the long-lived phenotype of *glp-1* mutants depends on miR-71^9^, which is itself a negative regulator of ALG-1^21^. Hence, the reduction of a positive regulator of miR-71 could explain the upregulation of ALG-1.

In agreement with this possibility, a null mutation in the *mir-71* gene upregulated ALG-1 in the ALG-1 reporter strain CT20 (Supplementary Fig. 2c). We then tested if *gei-2* and *R02D3*.7, which are downregulated in *glp-1* mutants and suppress ALG-1 levels, control the activity of the *mir-71* promoter (Supplementary Fig. 2d). Only the knockdown of *gei-2* influenced *mir-71* promoter activity, resulting in downregulation. Consistent with a function of GEI-2 suppressing ALG-1 via induction of miR-71, *gei-2* RNAi did not induce GFP::ALG-1 levels in *mir-71* mutant worms (Supplementary Fig. 2e). These findings unveil a complex regulatory network governing ALG-1 levels, wherein transcription factors can modulate ALG-1 expression both in *cis* through direct promoter binding and in *trans* by inducing miRNAs that negatively regulate its mRNA.

### Worms overexpressing ALG-1 are oxidative stress resistant

To investigate whether upregulation of ALG-1 is sufficient to prolong worm lifespan and protect adult worms from stress, we studied worms overexpressing *alg-1* (ALG-1/OE) (Supplementary Fig. 3a–d). One of these models carries a multicopy transgene inserted in the genome from which a GFP::ALG-1 fusion functional protein is overexpressed (CT20)^25^ – the same model used as one of the ALG-1 reporter strains in the previous experiments (Fig. 1d). In this case, to control for the transgene expression, we compared these worms to worms carrying a transgene overexpressing a luciferase::GFP fusion protein (PE255), a strain generated by Cristina Lagido^26^, which we have denoted as the ctrl strain.

We also made use of another ALG-1/OE model, in which the 3’UTR of *alg-1* was substituted by the *Y45F10D.4* 3’UTR using CRISPR/Cas9 editing (PQ535), thus avoiding the negative regulation exerted by miRNAs, as designed, and previously reported by the Pasquinelli lab^17^. In this case, we used the WT as the control. Both models exhibited at least 4-fold increases in *alg-1* mRNA levels in comparison to their respective controls (Supplementary Fig. 3b and d).

While none of the ALG-1/OE strains lived longer or had a consistent delay in the progression of age-related features such as the decline in mobility and pharyngeal pumping capacity (Supplementary Fig. 4a–f), the PQ535 strain exhibited delayed duration of development (Supplementary Fig. 4g) and reduced brood size (Supplementary Fig. 4h) when compared to WT worms, in agreement with the crucial role of miRNAs in development and reproduction^27–29^.

However, bacterial-derived nitric oxide (NO), a free radical known to inhibit ALG-1 post-translationally^30^ and to play a role in worm redox reactions and signaling pathways^31–34^, influences ALG-1/OE effects on *C. elegans* lifespan, as worms overexpressing ALG-1 lived longer than controls when fed with *B. subtilis* (∆NOS) that do not produce NO (Supplementary Fig. 4i). In contrast, and like *E. coli*, in the presence of wild type *B. subtilis* ALG-1/OE worms lived as long as the controls. These phenotypes can be attributed to a decrease in lifespan observed when worms are exposed to bacteria lacking NO, whereas ALG-1 overexpression confers protection against this lifespan reduction. Noteworthy, NO reacts with superoxide to produce peroxynitrite, and in NO deficient conditions, increased superoxide levels and an overreliance on superoxide dismutases to maintain redox balance can be anticipated^35^.

In agreement with a protective role of ALG-1 overexpression under oxidative stress conditions, ALG-1/OE worms displayed increased resistance against sodium arsenite and paraquat stresses, regardless of the model to overexpress ALG-1 (Fig. 2a–d). Both chemicals are known to enhance superoxide levels, albeit through different mechanisms^36–38^. To control for a potential unspecific effect of GFP overexpression, we silenced GFP in the ALG-1/OE (CT20) model and this completely reversed the paraquat resistance phenotype of these worms, consistent with the silencing of the transgene-driven GFP::ALG-1 fusion protein. In contrast, silencing GFP did not affect paraquat sensitivity in the control PE255 strain, which overexpresses the luciferase::GFP fusion protein (Supplementary Fig. 5a).

**Fig. 2:**
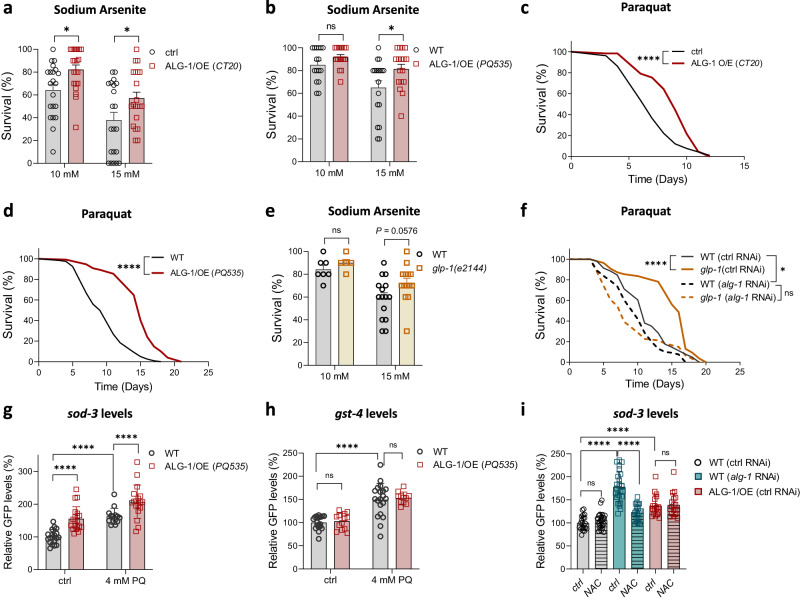
*alg-1* overexpression improves oxidative stress resistance. Survival of day 3 adults after 8 hours on sodium arsenite of **a** CT20 (*n* = 21 wells with 10 worms each per condition) and **b** PQ535 (*n* = 16, 18, 16, 17 wells with 10 worms each per condition) strains in comparison with their controls. Combined data from three independent experiments. Survival on paraquat (4 mM) of **c** CT20 (*n* = 106 worms for ctrl; 128 worms for CT20) and **d** PQ535 (*n* = 122 worms for WT; 161 worms for PQ535) in comparison with their controls. Representative data from three independent replicates. **e** Survival of day 3 *glp-1(e2144)* and WT adult worms after 8 hours on sodium arsenite. *n* = 7, 5, 15, 15 wells with 10 worms each per condition. Combined data from two independent replicates. **f** Survival on paraquat (8 mM) of *glp-1(e2144)* and WT worms treated with *alg-1* or control (ctrl) RNAi (empty vector) from day 0. *n* = 115 worms for WT on ctrl RNAi; 151 worms for WT on *alg-1* RNAi; 131 worms for *glp-1(e2144)* on ctrl RNAi; 120 worms for *glp-1(e2144)* on *alg-1* RNAi. Representative data from two independent replicates. Relative GFP fluorescence of day 3 worms expressing **g** *sod-3p::gfp* (*muIs84*) (*n* = 18, 20, 14, 18 worms per condition) or **h** *gst-4p::gfp* (*dvIs19 III*) (*n* = 19, 13, 20, 11 worms per condition) reporters on the WT or ALG-1/OE (PQ535) backgrounds. Combined data from two independent replicates. **i** Relative GFP fluorescence of day 3 worms expressing the *sod-3p::gfp* (*muIs84*) reporter under *alg-1* RNAi or further carrying the ALG-1/OE transgene (PQ535). Worms were treated with 10 mM N-acetylcysteine (NAC) or vehicle (ctrl). *n* = 21, 25, 26, 22, 18, 18 worms per condition. Combined data from two independent replicates. **c**, **d** and **f** Data were compared using the log-rank test. ns – non-significant (*P* > 0.05), *P < 0.05, ****P < 0.0001. **a**, **b**, **e**, **g**–**i** Bars represent mean ± SEM. Comparisons were made using two-way ANOVA with Sidak’s post hoc test. ns – non-significant (*P* > 0.05), *P < 0.05, ****P < 0.0001. Source data and exact *P* values (whenever available) are provided in the Source Data file.

Germline-deficient *glp-1* mutant worms were also more resistant to sodium arsenite and paraquat (Fig. 2e, f), although in the arsenite assay the differences did not reach statistical significance (P = 0.0576 at 15 mM). Furthermore, increased paraquat resistance and longevity of *glp-1* mutants required ALG-1 (Fig. 2f and Supplementary Fig. 5b). These findings support the notion that elevated levels of ALG-1 in *glp-1* mutants contribute to enhanced resistance against oxidative stress, and further establish the indispensability of ALG-1 for the prolonged survival of germline-deficient worms in both normal and stressful environmental conditions.

The transcription factors DAF-16 and SKN-1 play a role in multiple stress pathways and are required for stress resistance and longevity induced by germline deficiency^13,39–41^. This prompted us to investigate whether ALG-1 acted in concert with DAF-16 and SKN-1 to promote oxidative stress resistance. While RNAi targeting *daf-16* or *skn-1* reduced worm survival under paraquat, ALG-1 overexpression increased worm survival regardless whether *daf-16* and *skn-1* were knocked down or not (Supplementary Fig. 5c, d), indicating that ALG-1 induction promotes oxidative stress resistance despite the silencing of these transcription factors.

To further explore how ALG-1 upregulation protects from oxidative stress, we evaluated the promoter activity of genes encoding two enzymes involved in antioxidant and detoxification responses – SOD-3 and GST-4. Improved oxidative stress resistance in ALG-1/OE worms accompanied higher *sod-3* promoter activity levels at baseline (Fig. 2g), but not *gst-4* (Fig. 2h). Paraquat induced *sod-3p::GFP* and *gst-4p::GFP* levels in both ALG-1/OE and WT worms, whereas the activity of the *sod-3* reporter was higher in ALG-1/OE under this oxidative stress condition (Fig. 2g, h).

The administration of the antioxidant N-acetylcysteine (NAC) blunted the induction of the *sod-3* reporter by *alg-1* RNAi, but had no impact on WT or ALG-1/OE worms (Fig. 2i). Hence, ALG-1/OE worms remained with higher levels of the *sod-3* reporter in comparison to WT worms regardless of the presence of NAC. This suggests that, in contrast with *alg-1* knockdown where both *sod-3* and *gst-4* promoters are induced due to a chronic state of oxidative stress, overexpression of ALG-1 selectively induces *sod-3* transcription, thus helping worms to resist superoxide exposure in a preventive manner.

Importantly, the increased stress resistance promoted by ALG-1 overexpression was specific to oxidative stress, given that ALG-1/OE worms were less resistant to dithiothreitol (DTT) - a reducing agent known to induce endoplasmic reticulum (ER) stress^42,43^ (Supplementary Fig. 5e) – and as resistant as the controls to heat stress (Supplementary Fig. 5f). Overall, these results show that ALG-1 overexpression is sufficient to enhance worm survival under conditions of oxidative stress.

### Downregulation of *R02D3.7* protects from oxidative stress

Next, we investigated if the two negative regulators of ALG-1 that are downregulated in *glp-1* mutants (i.e., *R02D3.7* and *gei-2*) control oxidative stress response in a manner that involved ALG-1. While *R02D3.7* RNAi protected worms from sodium arsenite and paraquat-induced mortality, the knockdown of *gei-2* had no significant effect on oxidative stress resistance (Fig. 3a, b). Adding *alg-1* RNAi to the *R02D3.7* RNAi fully suppressed the effect of *R02D3.7* silencing on arsenite stress (Fig. 3c). However, *R02D3.7* RNAi could still increase protection from paraquat stress when *alg-1* was knocked down, whereas the addition of *alg-1* RNAi decreased paraquat resistance when *R02D3.7* was silenced (Fig. 3d).

**Fig. 3:**
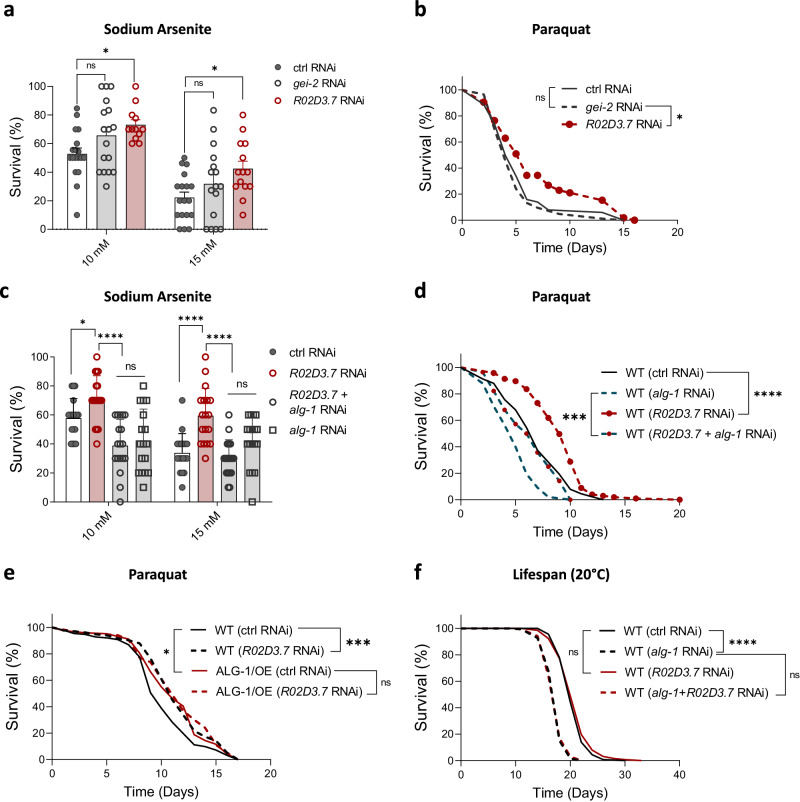
Knockdown of *R02D3.7* increases oxidative stress resistance. **a** Survival after 8 hours of sodium arsenite exposure on day 3 adults. WT worms were treated with control (empty vector), *gei-2* or *R02D3.7* RNAi since day 0. *n* = 18, 17, 12, 18, 16, 14 wells with 10 worms each per condition. **b** Survival on paraquat (8 mM) of WT worms treated with control (empty vector), *gei-2* or *R02D3.7* RNAi since day 0 of adulthood. *n* = 98 worms for ctrl RNAi; 113 worms for *gei-2* RNAi; 112 worms for *R02D3.7* RNAi. **c** Survival after 8 hours of sodium arsenite exposure on day 3 adults. WT worms were treated with control (empty vector), *R02D3*.7, *R02D3.7 + alg-1* or *alg-1* RNAi since day 0. *n* = 18 wells with 10 worms each per condition. **d** Survival on paraquat (8 mM) of WT worms treated with control (empty vector), *R02D3.7*, *R02D3.7 + alg-1* or *alg-1* RNAi since day 0 of adulthood. *n* = 91 worms for ctrl RNAi; 99 worms for *alg-1* RNAi; 117 worms for *R02D3.7* RNAi; 78 worms for *R02D3.7+alg-1* RNAi. **e** Survival on paraquat (8 mM) of WT and ALG-1/OE (PQ535) worms treated with control (empty vector) or *R02D3.7* RNAi since day 0 of adulthood. *n* = 152 worms for WT ctrl RNAi; 133 worms for WT *R02D3.7* RNAi; 124 worms for ALG-1/OE ctrl RNAi; 118 worms for ALG-1/OE *R02D3.7* RNAi. **f** Lifespan under normal conditions of WT worms treated with control (empty vector), *R02D3.7*, *R02D3.7 + alg-1* or *alg-1* RNAi since day 0 of adulthood. *n* = 136 worms for ctrl RNAi; 132 worms for *alg-1* RNAi; 127 worms for *R02D3.7* RNAi; 135 worms for *R02D3.7+alg-1* RNAi. **a,** **c** Bars represent mean ± SEM. Combined data of three independent replicates. Comparisons were made using two-way ANOVA with Sidak’s post hoc test. ns – non-significant (*P* > 0.05), *P < 0.05, ****P < 0.0001. **b**, **d–f** Representative data from three independent replicates. Data were compared using the log-rank test. ns – non-significant (*P* > 0.05), *P < 0.05, ***P < 0.001, ****P < 0.0001. Source data and exact *P* values (whenever available) are provided as a Source Data file.

Furthermore, in contrast to the observed effects on WT worms, the knockdown of *R02D3.7* showed limited impact on ALG-1/OE worms, failing to further increase resistance to paraquat (Fig. 3e). Consistent with the normal lifespan of ALG-1/OE worms, *R02D3.7* knockdown did not affect survival under unstressed conditions (Fig. 3f). Together, these results show that the downregulation of *R02D3.7*, which allows higher levels of ALG-1, protects worms from oxidative stress. This phenotype occurs at least partially via ALG-1 and can be mimicked by ALG-1 overexpression.

### miRNAs induced by ALG-1/OE confer oxidative stress resistance

We then searched for miRNAs that conferred improved oxidative stress resistance to worms overexpressing ALG-1. Since miR-71 is required for germline deficiency-induced longevity^9^, we first investigated whether miR-71 deficiency interfered with the stress resistance of ALG-1/OE worms. Loss of *mir-71* blunted the protection against paraquat (Supplementary Fig. 6a) and sodium arsenite (Supplementary Fig. 6b) promoted by ALG-1/OE, although it did not interfere with oxidative stress resistance of control worms (Supplementary Fig. 6c, d). These results indicate that in addition to being a negative regulator of ALG-1^21^, miR-71 also acts downstream of ALG-1 overexpression to confer increased oxidative stress resistance.

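Small RNA was sequenced from 4 libraries of worms at day 0 of adulthood, with 1 library for each of WT (N2), *glp-1(e2144)*, ALG-1/OE (CT20) and ctrl (PE255), the control strain of CT20. There are no replicates, so no error between worms or between library preparations can be given. WT and *glp-1(e2144)* worms were grown at 25 °C and ALG-1/OE and ctrl worms at 20 °C according to the sample labels, and the fold changes of each strain were therefore taken against the control of its own temperature. Comparisons between libraries of different temperatures cannot separate strain from temperature. Each library came from 6 µg of total RNA from a pool of worms, given as 500–800 worms in the methods and as 1000 in the labels. The authors removed adapters and short reads with the Fastx-ToolKit, aligned the remaining reads to the ce10 genome with Bowtie2, and deposited the raw count of reads on each miRNA hairpin and each mature strand. The counts cover 250 hairpins and 434 mature miRNAs. Reads on mature miRNAs numbered 211140 in WT, 536907 in *glp-1(e2144)*, 238172 in ALG-1/OE and 175048 in ctrl. At least 10 reads were counted for 147 mature miRNAs in WT, 149 in *glp-1(e2144)*, 152 in ALG-1/OE and 134 in ctrl, and the most abundant miRNA, miR-82-3p, took between 15.8% and 20.5% of the miRNA reads of a library. The paper normalized by the total number of reads generated per sample, and these totals are not part of the deposited counts. Their ratio was recovered from Supplementary Data 3, where the paper's log_2_ fold change minus the log_2_ ratio of the deposited counts was -0.41 for *glp-1(e2144)* against WT (137 miRNAs, SD 2.5e-06) and 0.013 for ALG-1/OE against ctrl (168 miRNAs, SD 1.5e-06). These constants correspond to 1.33 times as many reads in the *glp-1(e2144)* library as in the WT library, and 0.991 times as many in ALG-1/OE as in ctrl. They were used as the scaling throughout, so the log_2_ fold changes given here equal the paper's by construction wherever a miRNA is listed there, except where a count is set to a floor of 3 reads, and only the spread of the constants is independent of it. Fold changes were computed without a pseudocount for miRNAs with reads in both libraries of a pair. Intervals are 95% Clopper-Pearson intervals or Poisson resampling of the reads, and both cover counting error only.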

Next, we took an unbiased approach and performed small RNAseq to identify potential miRNAs commonly upregulated in *glp-1(e2144)* mutants and ALG-1/OE (CT20) worms. Consistent with increased ALG-1 levels in both models, we saw an overall increase in miRNA abundance and a significant overlap (*P* < 0.02) between the miRNAs upregulated in the two conditions (Fig. 4a–d and Supplementary Data 3). 

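Over the 199 miRNAs with reads in both WT and *glp-1(e2144)*, the median log_2_ fold change was 0.92, with 0.91 to 1.05 in 95% of the resampled libraries, and 144 of these miRNAs (72.4%) lay above 0. Over the 204 miRNAs with reads in both ctrl and ALG-1/OE, the median was 0.60 (0.47 to 0.64), and 175 (85.8%) lay above 0. Summed over all miRNAs, the scaled reads were 1.91 times as many in *glp-1(e2144)* as in WT and 1.37 times as many in ALG-1/OE as in ctrl. The alternative that moved these medians most was a scaling within the miRNA reads, which gave a median of -0.19 in *glp-1(e2144)* (total of miRNA reads without the miR-35 to miR-42 family) and -0.032 in ALG-1/OE (TMM factors). Such a scaling centres the fold changes near 0 by construction, so it cannot show whether all miRNAs rose together. The overlap was tested over the 185 miRNAs with reads in all 4 libraries. Among them, 89 were upregulated in *glp-1(e2144)* and 44 in ALG-1/OE, and 15 were upregulated in both, where random lists of these sizes share 21.2 on average (one-sided Fisher's exact test for a larger overlap, p = 0.99). The choice of background moved this p-value most among the alternatives set beforehand. Against all 434 mature miRNAs in the annotation, including those without reads, the full lists share 11.4 by chance and the Fisher's exact test gave p = 0.14. Across the 185 miRNAs, which are not independent replicates, the log_2_ fold changes in both comparisons had a Spearman's rho of -0.26 and a Pearson's r of -0.20, and 10 miRNAs passed the cut-off in opposite directions. The paper relates the overall increase and the overlap in Fig. 4a–d to the increased ALG-1 levels in both models.

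**Figure D1:**
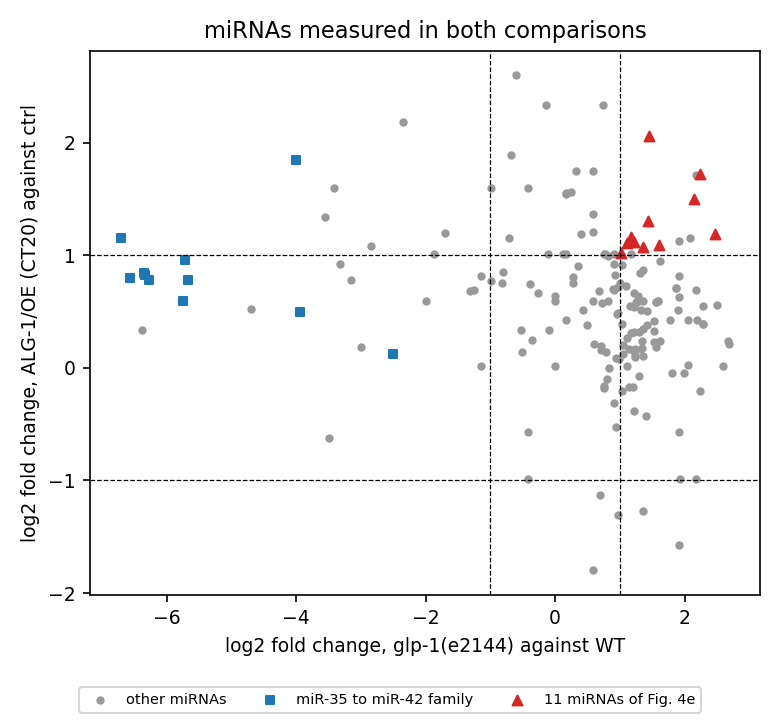
Log_2_ fold change of *glp-1(e2144)* against WT (x axis) and of ALG-1/OE against ctrl (y axis) for the 185 miRNAs with reads in all 4 libraries, 1 point per miRNA, with dashed lines at the cut-offs. The 11 miRNAs of Fig. 4e (red triangles) lie above both upper cut-offs, and the miR-35 to miR-42 family (blue squares) lies on the left, far below 0 in *glp-1(e2144)*.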

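The cut-off was applied to every miRNA with reads in both libraries of a pair. In *glp-1(e2144)*, 92 of 199 miRNAs had a log_2_ fold change above 1, and 82 of them also had an adjusted p-value under 0.05 (exact binomial test on the reads with Benjamini-Hochberg adjustment). Such a test compares those libraries, not the conditions. Fewer than 10 reads in WT lay behind 21 of the 92. In ALG-1/OE, 54 of 204 miRNAs lay above 1, 24 of them with an adjusted p-value under 0.05, and 34 had fewer than 10 reads in ctrl. If no miRNA differed, counting error alone would place 10 miRNAs above the cut-off in *glp-1(e2144)* (95% of 10000 draws between 5 and 17) and 14 in ALG-1/OE (8 to 21). With a single shift of all miRNAs by the change in their total, counting error would place 70 (57 to 83) and 28 (19 to 37) above it. In *glp-1(e2144)* this shift was 0.93, just under the cut-off, so the 70 depends on the shift taken. There the median over miRNAs with at least 10 reads in both libraries was 1.10, above the cut-off. Between the control libraries, ctrl against WT, 21 of 198 miRNAs lay above the cut-off when scaled to their total of miRNA reads. In *glp-1(e2144)* the count of upregulated miRNAs moved most when the reads were scaled to the miRNA total without the miR-35 to miR-42 family, which left 15. In ALG-1/OE the scalings within the miRNA reads left between 14, with TMM factors, and 23, and a cut-off of 1.5-fold gave 107. The largest rise in *glp-1(e2144)* among miRNAs with at least 50 reads was that of miR-58a-5p, with 421 reads against 49 in WT and a log_2_ fold change of 2.69 (95% interval 2.26 to 3.15). In ALG-1/OE it was that of miR-47-5p, with 59 reads against 18 in ctrl and a log_2_ fold change of 1.73 (0.94 to 2.58). The miRNAs above the cut-off in both comparisons were the 11 of Fig. 4e and 4 others. These 4, miR-1822-3p, miR-1830-5p, miR-358-3p and miR-8210-5p, are named after their values were seen, and each had at most 4 reads in WT.

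**Figure D2:**
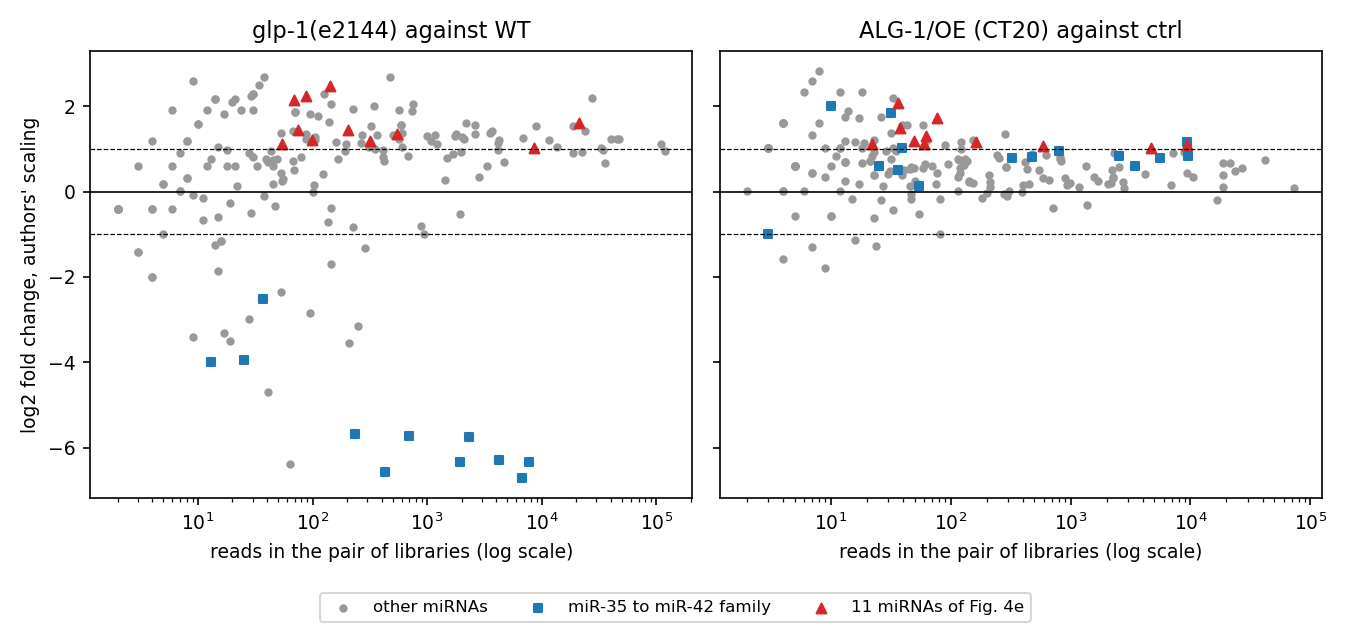
Log_2_ fold change (y axis, scaled as by the authors) against the reads of both libraries together (x axis, log scale) for 199 miRNAs of *glp-1(e2144)* against WT (left) and 204 miRNAs of ALG-1/OE against ctrl (right), 1 point per miRNA. Dashed lines mark the cut-offs, red triangles the 11 miRNAs of Fig. 4e and blue squares the miR-35 to miR-42 family.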

There were 72 miRNAs upregulated in *glp-1(e2144)* mutants and 36 in ALG-1/OE (CT20) (log_2_ fold change > 1), among which 11 were in common (Fig. 4c, e). In contrast, only 22 miRNAs were downregulated in *glp-1(e2144)* mutants and 4 in ALG-1/OE (CT20) (log_2_ fold change < −1), with no overlap (Fig. 4d). 

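In *glp-1(e2144)*, 31 of the miRNAs measured fell below the lower cut-off, 24 of them with an adjusted p-value under 0.05 in the exact binomial test. The miR-35 to miR-42 family, whose first 7 hairpins lie together on chromosome II, made up the largest falls among the miRNAs with more than 3 reads in both libraries. It took 23954 of the miRNA reads in WT, or 11.3% (95% Clopper-Pearson interval 11.2% to 11.5%), and 406 in *glp-1(e2144)*, or 0.0756% (0.0684% to 0.0833%). The median log_2_ fold change of its 7 measured 3p strands was -6.33, and that of its 4 measured 5p strands was -4.83, or -4.09 with the strand at or under 3 reads set to the limit that 3 reads allow. The largest among these was that of miR-39-3p, with 84 reads against 6611 in WT and a log_2_ fold change of -6.71 (-7.04 to -6.40). miR-38-3p had 6 reads against 427 and a log_2_ fold change of -6.57. Outside the family, miR-250-3p had 1 read against 63 and a log_2_ fold change of -6.39 (-11.7 to -3.86), or -4.80 with its count set to the floor of 3 reads. In ALG-1/OE, 5 miRNAs fell below the lower cut-off, miR-1821-3p, miR-259-5p, miR-62, miR-75-5p and miR-82-5p, named after their values were seen, with between 1 and 7 reads each, and 0 had an adjusted p-value under 0.05. Counting error without any change gave at least as many in 9341 of the 10000 draws, so a downregulation of these 5 was not detectable at this depth. None of the miRNAs was downregulated in both comparisons under the authors' scaling. The 4 scalings within the miRNA reads lower every value. They gave between 53 and 57 downregulated miRNAs in *glp-1(e2144)*, between 11 and 17 in ALG-1/OE, and 2 or 3 in both. With the authors' scaling, the lists held 28 and 5 of the same 185 miRNAs, and chance gives an overlap of 0.757. The one-sided Fisher's exact test for a larger overlap (p = 1) returns this value whenever no miRNA is shared, so it decides nothing here.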

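miR-71 is made from a hairpin on chromosome I, from 9379927 to 9380020 on the minus strand, in an intron of *ppfr-1*. The deposited coordinates equal the WBcel235 annotation at this hairpin. Its 5p strand had 7089 reads in *glp-1(e2144)* and 1846 in WT, a log_2_ fold change of 1.53 (95% interval 1.46 to 1.60). The less abundant 3p strand had 641 reads in *glp-1(e2144)* and 116 in WT, a log_2_ fold change of 2.05 (1.77 to 2.35). In ALG-1/OE the 5p strand had 2397 reads against 1809 in ctrl. The log_2_ fold change of 0.42 (0.33 to 0.51) lies below the cut-off and above 0 (exact binomial test on the reads, adjusted p = 7.7e-20), but its sign changed under each of the 4 scalings within the miRNA reads. The 3p strand had 154 reads in ALG-1/OE and 153 in ctrl, and its log_2_ fold change of 0.022 (-0.31 to 0.35) was within counting error (exact binomial test, adjusted p = 0.98).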

Although miR-71 did not fall within the miRNAs affected by ALG-1 overexpression according to our cutoff, it appeared increased in *glp-1(e2144)*.

**Fig. 4:**
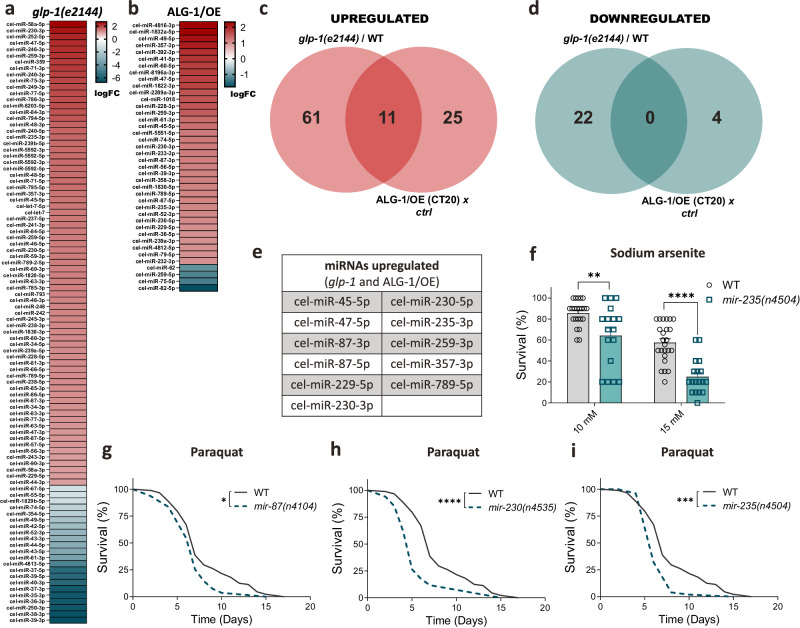
Increased miRNAs upon ALG-1 overexpression control resistance to oxidative stress. Heatmaps of differentially expressed miRNAs (log_2_ fold change > 1 or < −1) on **a** *glp-1(e2144)* mutants in comparison with WT worms, and **b** ALG-1/OE (CT20) strain in comparison with its control (ctrl) strain. Detailed information in Supplementary Data 3. Venn diagrams representing the miRNAs (**c**) upregulated or (**d**) downregulated on *glp-1(e2144)*, ALG-1/OE (CT20), and in both. **e** Eleven miRNAs upregulated in both *glp-1(e2144)* mutants and ALG-1/OE worms. **f** Survival of *mir-235(n4504)* and WT worms after 8 hours of exposure to sodium arsenite on day 3 of adulthood. *n* = 22, 17, 24, 18 wells with 10 worms each per condition. Bars represent mean ± SEM. Combined data of three independent replicates. Comparisons were made using two-way ANOVA with Sidak’s post hoc test. **P < 0.01, ****P < 0.0001. **g**–**i** Survival on paraquat (4 mM) of *mir-87(n4104), mir-230(n4535*) or *mir-235(n4504)* mutants *vs*. WT. Experiments were performed together and share the same controls, which were split in different panels to allow better visualization. *n* = 119 worms for WT; 133 worms for *mir-87*; 110 worms for *mir-230*; 123 worms for *mir-235*. Data were compared using the log-rank test. *P < 0.05, ***P < 0.001, ****P < 0.0001. **f**–**i** Data represent one experiment of three independent replicates. Source data are provided as a Source Data file.

Of the 11 upregulated miRNAs identified in *glp-1(e2144)* mutants and ALG-1/OE (CT20) worms, both the 5p and 3p strands of miR-87 and miR-230 were observed, contributing to a total of 9 potential miRNA genes associated with stress resistance (Fig. 4e). 

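All 11 miRNAs lay above the cut-off in both comparisons, and 10 of them had an adjusted p-value under 0.05 in both by the exact binomial test on the reads. The number adjusted over the list alone was also 10, which is not independent evidence, since the list was chosen on these libraries. The exception was miR-87-5p, with 15 reads in ALG-1/OE against 7 in ctrl (exact binomial test, adjusted p = 0.19). The 95% interval lay wholly above the cut-off for 5 of the 11 in *glp-1(e2144)*, for 1 in ALG-1/OE, and in both comparisons only for miR-235-3p. In ALG-1/OE, 7 of the 11 log_2_ fold changes were within 0.2 of the cut-off. miR-235-3p, from a hairpin on chromosome I (6162291 to 6162387), had 16920 reads in *glp-1(e2144)* against 4197 in WT, a log_2_ fold change of 1.60 (1.55 to 1.65), and 6379 reads in ALG-1/OE against 3021 in ctrl, a log_2_ fold change of 1.09 (1.03 to 1.15). The hairpin of miR-230 lies on chromosome X (5803892 to 5803989). Its 3p strand had 125 reads in *glp-1(e2144)* against 17 in WT and 34 in ALG-1/OE against 15 in ctrl, with log_2_ fold changes of 2.47 (1.73 to 3.29) and 1.19 (0.28 to 2.18). Its 5p strand, the more abundant, had log_2_ fold changes of 1.36 and 1.07. The hairpin of miR-87 lies on chromosome V (12038688 to 12038781) in an intron of *kup-1*. Its 3p strand had 237 reads in *glp-1(e2144)* against 79 in WT and 111 in ALG-1/OE against 50 in ctrl, with log_2_ fold changes of 1.17 (0.80 to 1.56) and 1.16 (0.67 to 1.68). The highest log_2_ fold change of the 11 in ALG-1/OE was 2.06, that of miR-357-3p, with 29 reads against 7. The 11 miRNAs come from 9 hairpin names. Scaling within the miRNA reads moved this result most, and with TMM factors 1 of the 11, miR-47-5p, stayed above the cut-off in both comparisons. Under each of the 4 scalings within the miRNA reads, miR-235-3p, miR-230-3p and miR-87-3p fell below the cut-off in ALG-1/OE.

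**Figure D3:**
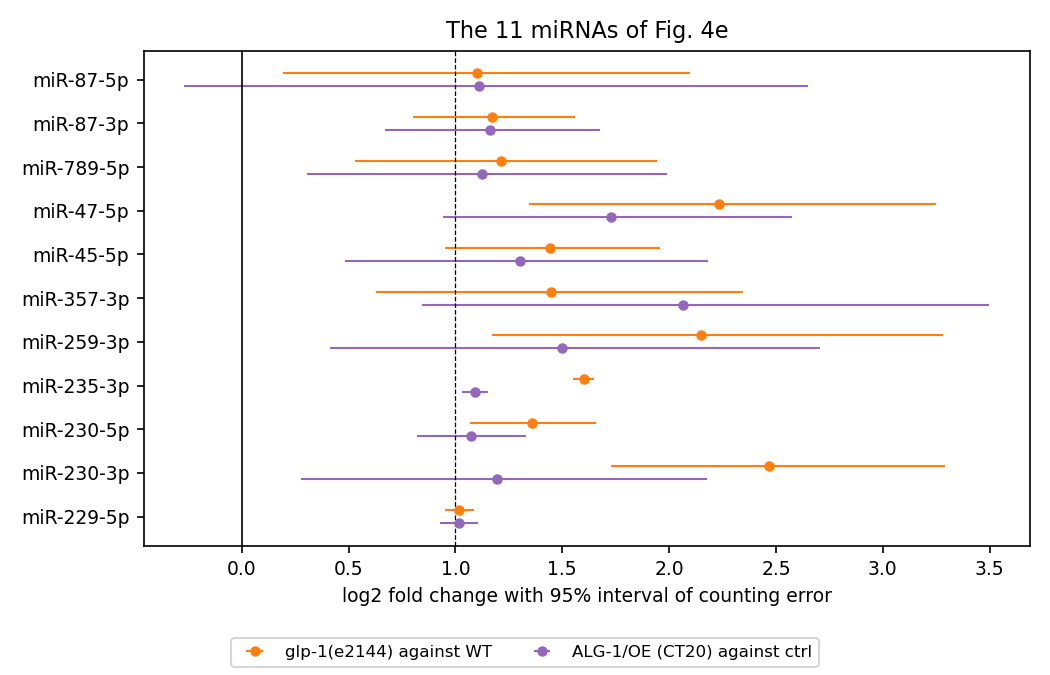
Log_2_ fold change (x axis) of the 11 miRNAs of Fig. 4e (y axis) in *glp-1(e2144)* against WT (orange) and ALG-1/OE against ctrl (purple), with 1 library per condition. Bars are 95% Clopper-Pearson intervals of counting error, and the dashed line is the cut-off. Under the authors' scaling, only the bars of miR-235-3p lie above the cut-off in both comparisons.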

Among those, we had access to null mutants of 8 of them (i.e., *mir-45, mir-47, mir-87, mir-229, mir-230, mir-235, mir-259, mir-357*). Initially, we tested if these mutants were more sensitive to oxidative stress. *mir-235* deficiency impaired both arsenite and paraquat stress resistance (Fig. 4f, i), while loss of *mir-230* or *mir-87* impaired only paraquat-induced mortality (Fig. 4g, h).

Loss of *mir-229*, on the other hand, improved paraquat stress resistance (Supplementary Fig. 7j). The null mutants for the remaining miRNAs did not show any differences in the resistance to oxidative stress (Supplementary Fig. 7a–l). Loss-of-function mutations in *mir-87*, *mir-230*, or *mir-235* also led to reduced oxidative stress resistance in ALG-1/OE worms (Supplementary Fig. 8a–f). These findings unveiled miRNAs upregulated in *glp-1* mutants and ALG-1/OE worms that take part in regulation of oxidative stress resistance.

### miRNAs induced by ALG-1/OE target and limit the PDI pathway

miR-235, miR-230, and miR-87 were the miRNAs that consistently conferred protection against oxidative stress-induced mortality according to our data. Hence, we decided to look for targets of these miRNAs that participate in oxidative stress resistance. We intersected the information of putative targets of these miRNAs (we used target predictions of the 3p strands as it was the information available on the TargetScanWorm database^44^) with possible miRNA targets, i.e., genes found to be upregulated in publicly available microarray data obtained from the *alg-1* loss of function mutant *alg-1(gk214)*^45^ (Fig. 5a).

**Fig. 5:**
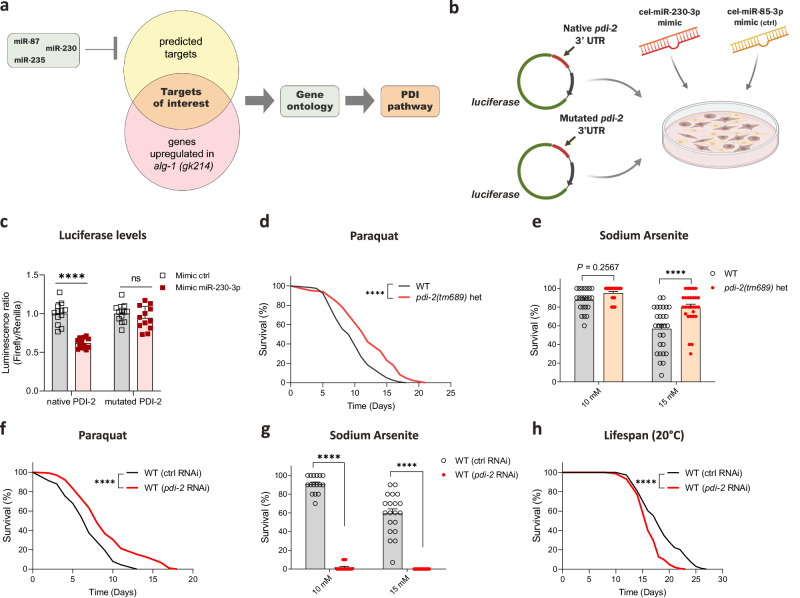
Fine-tuning of the PDI pathway by miRNAs improves oxidative stress resistance. **a** Schematic of the strategy used to find putative targets of the miRNAs upregulated in response to *alg-1* overexpression and involved in oxidative stress resistance. **b** Approach used to validate *pdi-*2 as a target of miR-230-3p. Cel-miR-230-3p or cel-miR-85-3p (negative control) mimics were administrated in HEK293T cells transfected with luciferase reporter vectors containing the *pdi-2* 3’UTR (native or mutated – Firefly luciferase) or not (Renilla luciferase). Created with BioRender.com **c** Luminescence ratio of Firefly luciferase (potentially regulated by the presence of *pdi-2* 3’UTR) and Renilla luciferase (transfection control) of HEK293T cells. *n* = 12 independent cell pools per condition. **d** Survival of *pdi-2(tm689)* heterozygous (het) mutants and WT worms on paraquat (4 mM). *n* = 122 for WT and 85 for *pdi-2(tm689)*. **e** Survival of *pdi-2(tm689)* heterozygous (het) mutants and WT worms after 8 hours of exposure to sodium arsenite on day 3 of adulthood. *n* = 22, 22, 28, 28 wells with 10 worms each per condition. **f** Survival on paraquat (8 mM) of WT worms exposed to control (ctrl, empty vector) or *alg-1* RNAi since eggs. *n* = 91 worms for ctrl RNAi and 131 worms for *pdi-2* RNAi. **g** Survival after 8 hours of exposure to sodium arsenite on day 3 of adulthood of WT worms exposed to ctrl (empty vector) or *pdi-2* RNAi since eggs. *n* = 16, 16, 20, 20 wells with 10 worms each per condition. **h** Lifespan of WT worms exposed to ctrl (empty vector) or *alg-1* RNAi since eggs. *n* = 142 worms for ctrl RNAi and 146 worms for *pdi-2* RNAi. **c**, **e**, **g** Bars represent mean ± SEM. Combined data from two independent experiments. Comparisons were made using two-way ANOVA with Sidak’s post hoc test. ns – non-significant (*P* > 0.05), ****P < 0.0001. **d**, **f** and **h** Data were compared using the log-rank test. ****P < 0.0001. Representative data from three independent experiments. Source data and exact *P* values (whenever available) are provided as a Source Data file.

Out of the 581 genes upregulated in *alg-1(gk214)* mutants, 41 (7%, *P* = 7.33e-05) overlapped with 344 putative targets of miR-87-3p, whereas for miR-230-3p and miR-235-3p, there was an overlap of 137 (23.5%, *P* = 6.32e-60) and 36 (6%, *P* = 8.07e-07) genes of a total of 1,022 and 223 putative targets, respectively (Supplementary Fig. 9a and Supplementary Data 4). According to the GO Molecular Function database, available at WormEnrichR^46^, these overlapped genes are predicted to have their molecular function associated with the PDI pathway (Supplementary Fig. 9b).

Based on this data, we hypothesized that miRNA-mediated targeting of the PDI pathway could help worms to better resist oxidative stress. Considering that the mRNA of one of the *C. elegans* PDI isoforms, PDI-2, appeared as a putative direct target of miR-230-3p (Supplementary Data 4), we attempted to confirm this mechanism using a reductionist experimental setting. We transfected HEK293T cells with luciferase reporter vectors carrying the *pdi-2* 3’UTR (native or mutated) and added the *C. elegans* miR-230-3p mimic (Fig. 5b). The miR-230-3p mimic inhibited luciferase activity in cells transfected with the vector containing the native *pdi-2* 3’UTR, but not in cells transfected with the mutated vector (Fig. 5c), confirming that *pdi-2* can indeed be a direct target of miR-230-3p.

Furthermore, the partial inhibition of *pdi-2* in the *pdi-2(tm689)* heterozygous loss-of-function mutant protects worms from paraquat or sodium arsenite exposure (Fig. 5d, e). Concordantly, using RNAi to downregulate *pdi-*2 increased paraquat resistance (Fig. 5f). On the other hand, this approach sensitized worms to sodium arsenite stress (Fig. 5g) and reduced lifespan under normal conditions (Fig. 5h). Taken together, our results demonstrate that upregulation of ALG-1, which occurs in multiple long-lived mutants, enhances oxidative stress resistance by upregulating miRNAs that can target and fine-tune the PDI pathway (Fig. 6).

**Fig. 6:**
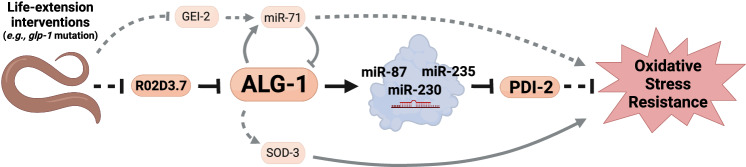
An intricate mechanism involving the miRNA biogenesis machinery regulates oxidative stress resistance in *C. elegans.* Arrows represent activation. Blunt-end represents inhibition. Continuous lines represent direct regulation. Dashed lines represent indirect regulation. Created with BioRender.com.

## Discussion

Aging progressively decreases the ability of cells to respond to stressors. Hence, being able to maintain stress response mechanisms can prolong the general health span of the organism^1,2^. Several individual miRNAs participate in pathways directly involved in aging and stress responses^5,7^. In the current study, we described a central pathway through which *C. elegans* modulates the miRNA processing machinery to resist oxidative stress.

We used *C. elegans* as a model to characterize this pathway since the miRNA processing machinery is highly conserved from nematodes to humans, and mechanisms involved in organismal stress responses and aging are well established in *C. elegans* and can be more easily assessed in this species. In addition, age-associated changes in components of the miRNA processing machinery such as Dicer and argonautes have been demonstrated in *C. elegans* and confirmed in vertebrates^17,47^. While upregulation of Dicer in *C. elegans* renders worms stress resistant^47^, studies in multiple organisms suggest that the levels of argonautes are usually limiting when it comes to availability of most miRNAs^16,48^. Indeed, argonaute loading has been recently confirmed to represent a key bottleneck for miRNA stabilization^49^. Moreover, Dicer processes different small RNA species, while argonautes such as human AGO2 and *C. elegans* ALG-1 are specific to miRNA^14^. Hence, targeting argonautes may represent a more specific and efficacious way to alter miRNA activity.

While ALG-2, along with ALG-1, contributes to miRNA function and biogenesis in *C. elegans*, its role in lifespan regulation and stress resistance is less clear. Reductions in lifespan and in stress resistance in *alg-1* loss-of-function mutants have been confirmed by different groups, whereas *alg-2* loss-of-function mutants have been reported as long-lived or short-lived in different studies^17,18^. Moreover, *alg-1* loss-of-function mutants are more sensitive to oxidative stress than *alg-2* loss-of-function mutants^18^. In addition, our findings indicate that while *alg-1* levels are induced in several long-lived strains, the levels of *alg-2* are not consistently related to longevity in these models.

In line with previous findings^17,18,22^, we show that knocking down *alg-1* in adult worms reduces lifespan and impairs resistance to pro-oxidant agents. These phenotypes are accompanied by increases in *sod-3* and *gst-4* promoter activities in *alg-1* deficient worms. Interestingly, the level of induction of these oxidative stress sensors in worms treated with *alg-1* RNAi is like that obtained after exposure to paraquat, and the level of the *sod-3* promoter activity in worms where *alg-1* is knocked down is reduced in the presence of the antioxidant NAC, agreeing with a chronic state of oxidative stress in these worms.

One hypothesis to explain the overall dysfunction in redox homeostasis in adult worms deficient in *alg-1* is the fact that DAF-16 activity is inhibited when ALG-1 function is lost^17^. DAF-16 orchestrates multiple stress response pathways in *C. elegans*, including oxidative stress response^50,51^, and is involved in various longevity pathways such as those triggered by defects in insulin/IGF1 signaling or germline ablation^52–54^. DAF-16 inhibition could render worms more prone to suffer from oxidative stress and thereby have a shorter lifespan. However, *alg-1* deficiency further decreases the lifespan of *daf-16* loss-of-function mutants^17^. In addition, most of the genes differentially expressed in *alg-1(gk214)* mutants are upregulated (consistent with a defect in miRNA biogenesis/function) and are not targets of DAF-16^17^, indicating that there are additional players downstream of ALG-1 that may participate in stress regulation and longevity.

While loss-of-function models of *alg-1* can provide valuable insights into the fundamental role of ALG-1 in maintaining overall health, *alg-1* deficiency is expected to disrupt multiple biological processes, and increased stress might reflect these widespread alterations, making it difficult to pinpoint how changes in ALG-1 physiologically control aging and stress response. Therefore, we searched conditions in which ALG-1 expression is induced and thus used gain-of-function models to investigate how ALG-1 upregulation affects longevity and stress resistance. We observed that ALG-1 is upregulated in various long-lived mutants [i.e., *glp-1(e2141)*, *clk-1(qm30)*, *eat-2(ad1116)*, and *raga-1(ok386)*], but not in the insulin/IGF1 signaling deficient mutant *age-1(hx546)*. Intermittent fasting, another life-extension intervention, also leads to *alg-1* induction in *C. elegans*^55^.

Guided by the modENCODE data, we performed RNAi screen on *alg-1::gfp* reporter strains to validate *alg-1* regulators. We found that the transcription regulators GEI-2/MEP-1, NHR-77, and R02D3.7 negatively control ALG-1 levels in two distinct reporter strains. However, while *nhr-28* or *skn-1* RNAi was found to derepress *alg-1* in the CT20 ALG-1 reporter strain (generated by transgene insertion), it did not affect ALG-1 levels in the PQ530 strain (generated by CRISPR engineering). Hence, RNAi targeting *nhr-28* or *skn-1* could be influencing ALG-1 levels in the CT20 strain via unspecific mechanisms (for instance, inhibition of transgene silencing^56^).

Among the genes encoding these transcription regulators, only *R02D3.7* is consistently downregulated in all long-lived mutants where *alg-1* is upregulated, suggesting its importance as a key factor in controlling *alg-1* expression in the context of longevity. Corresponding with its role in oxidative stress resistance, the knockdown of *R02D3.7* enhances survival in sodium arsenite and paraquat stress assays. Notably, the impact of R02D3.7 on arsenite survival is entirely reliant on ALG-1, while its contribution to paraquat resistance appears to extend beyond ALG-1. Conversely, like the observed effects upon ALG-1 overexpression, RNAi targeting *R02D3.7* fails to extend lifespan under normal conditions. R02D3.7 is a transcription factor carrying the well-conserved C2H2-type zinc finger motif. A study has recently described R02D3.7 as a negative regulator of *cat-1* and *cat-2* – genes involved in dopamine metabolism in *C. elegans* - rendering it the name RCAT-1 (regulator of cat genes)^57^. Interestingly, R02D3.7 was identified as responsive to the pheromone ascaroside, which normally serves as a signal of starvation or overcrowding in *C. elegans*^57^. Altogether, these results point to R02D3.7/RCAT-1 as a stress sensor controlling *alg-1* transcription and stress response in *C. elegans*.

The *alg-1* transcript can also be regulated in *trans* by miRNAs. One such miRNA is miR-71, which targets *alg-1* and acts in a negative feedback loop to control miRNA biogenesis/function (this work and Inukai et al.^21^). miR-71 has been shown to promote lifespan and stress response in *C. elegans* (this work and de Lencastre et al.^8^), and longevity of *glp-1* mutants depends on miR-71^9^. 

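Scaling within the miRNA reads lowers every log_2_ fold change of a comparison by the same amount. The lower values of miR-71 under it therefore follow by construction. With both libraries scaled to their total of miRNA reads, the log_2_ fold change in *glp-1(e2144)* was 0.59 for miR-71-5p and 1.12 for miR-71-3p. Both lay above the median of all miRNAs measured, which was -0.013. In ALG-1/OE the same scaling gave -0.038 for miR-71-5p and -0.43 for miR-71-3p, both below the median of 0.14. Over the 4 scalings within the miRNA reads, miR-71-5p ranged from 0.42 to 0.62 in *glp-1(e2144)* and from -0.21 to -0.0028 in ALG-1/OE. The control libraries also differed, with ctrl above WT by 0.24 for miR-71-5p and by 0.67 for miR-71-3p on the log_2_ scale.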

Although miR-71 is not increased when ALG-1 is overexpressed (i.e., CT20 worms), the levels of miR-71 are higher in *glp-1* mutants. This indicates upregulation of ALG-1 in *glp-1* mutants is not sufficient to increase miR-71, pointing to an additional mechanism to stabilize this miRNA in worms lacking the germline. 

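As a share of the miRNAs measured, 46.2% passed the upper cut-off in *glp-1(e2144)* and 26.5% in ALG-1/OE. The *glp-1(e2144)* library was the deepest of the 4, and fewer reads widen the spread of the fold changes of rare miRNAs. With at least 10 reads in both libraries of a pair, 71 miRNAs were upregulated in *glp-1(e2144)* and 20 in ALG-1/OE. With TMM factors, 25 were upregulated in *glp-1(e2144)* and 14 in ALG-1/OE. The other 3 scalings within the miRNA reads reversed the order of the counts, with 19 in *glp-1(e2144)* and 23 in ALG-1/OE for the total of miRNA reads. No test of the difference between the comparisons was possible with 1 library per condition.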

Consistent with this hypothesis, there are twice as many miRNAs upregulated in *glp-1* mutants than in ALG-1/OE worms. There are multiple steps in miRNA biogenesis that can be subjected to regulation for specific miRNAs to be stabilized. One of them is through the regulation of pri-miRNA transcription. Indeed, we identified the transcription factor GEI-2 as a positive regulator of the *mir-71* promoter and found that *gei-2* loss-of-function requires miR-71 to induce ALG-1, possibly by alleviating the suppressive effect miR-71 exerts over ALG-1. However, *gei-2* is downregulated in *glp-1* mutants, and *gei-2* RNAi does not induce ALG-1 in these mutants. Hence, miR-71 levels are increased in *glp-1* mutants despite the reduction of *gei-2*. These findings support an alternative mechanism stabilizing miR-71 in *glp-1* mutants and reveal an intricate network controlling ALG-1 abundance at multiple levels. However, the level of induction of ALG-1 caused by the downregulation of *R02D3.7* and potentially other mechanisms is strong enough to overcome the upregulation of miR-71 (and potentially other negative regulators of ALG-1) in *glp-1* mutants. This mechanism allows the long-lived, stress-resistant *glp-1* mutant to induce miRNA biogenesis/function by upregulating ALG-1 despite maintaining high levels of miR-71^9,13^.

Considering that upregulation of miR-71 is sufficient to promote longevity^9^, the fact that miR-71 is not induced upon ALG-1 overexpression could also explain why ALG-1/OE worms are not long-lived under normal conditions (this work and Aalto et al.^17^). On the other hand, we observed that ALG-1 overexpression mimics the oxidative stress resistance phenotype of the germline-deficient mutant *glp-1*, one of the long-lived mutants that displays the highest level of ALG-1. Elevated levels of ALG-1 also delay larval development and reduce brood size. Similarly, worms with loss-of-function mutation in *alg-1* (allele *gk214*) exhibit various developmental impairments, including heterochronic defects and reduced progeny^16,58^, while being short-lived^17,18^. These results underline the importance of ALG-1 and miRNAs in development and reproduction, and suggest that miRNA regulation may play a crucial role controlling the balance between reproduction and somatic maintenance^59^.

ALG-1 overexpression only increases lifespan when worms are cultured in bacteria that do not produce NO. Considering that *C. elegans* lacks nitric oxide synthase, the only source of NO worms are exposed to derive from the bacteria^32^. NO inhibits ALG-1 post-translationally via S-nitrosylation^30^. Hence, the absence of NO could further stimulate ALG-1 function. NO is also a free radical known to participate in redox mechanisms and reacts with superoxide^35,60^. Hence, in an NO-free environment, worms are expected to suffer from redox alterations, which include increases in superoxide levels and overreliance on superoxide dismutases to maintain redox balance, a condition that could sensitize worms to respond to ALG-1 overexpression.

In agreement, ALG-1 overexpression renders *C. elegans* more resistant to stress and this protection appears to be specific to oxidative stress, since ALG-1/OE does not protect worms from temperature stress and sensitizes them to reductive stress by DTT, further indicating that ALG-1 controls redox balance by pushing it towards a more reductive state. Our observations agree with a previous study by Finger et al. who show that ALG-1 is required for proper oxidative stress resistance in *C. elegans*^18^. On the other hand, in their model of *alg-1* loss-of-function, they observed decreased heat stress resistance and impaired proteostasis. Together, these results suggest that while *alg-1* deficiency reduces lifespan and increases vulnerability to multiple stressors, ALG-1 overexpression selectively improves survival under oxidative stress. Moreover, the complexity of the response and the intricate regulatory mechanism that ALG-1 is subjected to indicate that ALG-1 can be dynamically altered to confer oxidative stress protection, but should also be tightly regulated not to compromise other stress responses.

A plausible mechanism to explain how ALG-1 induction might confer protection against oxidative stress involves the upregulation of mitochondrial superoxide dismutase SOD-3. ALG-1 overexpression, like *alg-1* knockdown, induces the *sod-3* promoter. However, adding the antioxidant NAC to ALG-1/OE worms does not inhibit *sod-3* promoter activity, as it does in worms exposed to *alg-1* RNAi. This supports the notion that higher levels of ALG-1 preventively enhance *sod-3* promoter activity independently of endogenous pro-oxidant levels, aiding worms to endure oxidative stress. Consistent with these observations, *glp-1* mutants exhibit higher SOD-3 levels and have improved oxidative stress response (this study and^11,13^). Additionally, we demonstrated that the increased oxidative stress resistance of *glp-1* mutants is dependent on *alg-1*. Furthermore, while DAF-16 and SKN-1 contribute to the prolonged lifespan and stress resistance of *glp-1* mutants^13,39,41,53,61^, the protective effects facilitated by ALG-1 overexpression also occur in conditions where *daf-16* and *skn-1* are silenced^11,13,39,41,53^. Together, these findings suggest that the upregulation of ALG-1 operates in tandem with DAF-16 and SKN-1, collectively enhancing stress resistance in germline-deficient mutants, in part manifested by upregulation of *sod-3*.

Contrasting previous data from the literature showing that *mir-71* loss-of-function mutants are more sensitive to oxidative stress^8^, we did not see differences between the *mir-71(n4115)* null mutant and control worms under paraquat or sodium arsenite, although in our experiments the worms carried additional transgenes. Nevertheless, loss of *mir-71* blunted the oxidative stress protection promoted by ALG-1/OE. These results show that normal levels of miR-71 are required for stress resistance of worms overexpressing ALG-1. However, our model also contemplates the possibility that miRNAs other than miR-71 are playing a dynamic role in controlling oxidative stress response after upregulation of ALG-1. To identify these players, we measured miRNAs commonly upregulated in *glp-1* mutants and ALG-1/OE worms. Besides playing a fundamental role in the function of miRNAs, ALG-1 also participates in miRNA biogenesis by stabilizing the guide strand of miRNAs. 

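Of the miRNAs past either cut-off, 74.8% were upregulated in *glp-1(e2144)* and 91.5% in ALG-1/OE. Scaled with median of ratios on the miRNA counts, 20 were upregulated and 54 downregulated in *glp-1(e2144)*, and 22 and 15 in ALG-1/OE. ALG-1 binds the guide strand of each miRNA duplex, so both strands of each hairpin were also compared. In *glp-1(e2144)*, the median log_2_ fold change was 1.04 for the more abundant strand and 0.43 for the less abundant strand of 63 hairpins (permutation test of the strand label, two-sided, p = 2.0e-05). Over the 30 hairpins with at least 10 reads on each strand in both libraries, the difference was -0.12 (permutation test, p = 0.22), but this minimum also removes 6 hairpins whose less abundant strand fell below it in *glp-1(e2144)*. In ALG-1/OE, the medians over 68 hairpins were 0.45 for the more abundant and 0.68 for the less abundant strand (permutation test, p = 0.12). Taken within each hairpin, the less abundant strand minus the more abundant had a median of -0.22 in *glp-1(e2144)*, where it was higher in 25 of the 63, and of -0.0095 in ALG-1/OE, where it was higher in 33 of the 68. Hairpins are not replicates of the condition, and these tests describe the libraries alone.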

In agreement, ALG-1 deficiency decreases global miRNA levels^15,16^ and most of the miRNAs that fell within our cut-off (log_2_ fold change > 1 or < −1) were upregulated in ALG-1/OE worms and *glp-1* mutants. Of 11 miRNAs commonly upregulated in the two conditions, we showed that disruption of the *mir-87*, *mir-230*, and *mir-235* genes sensitized worms to oxidative stress. Interestingly, these miRNAs are also upregulated in the dietary-restricted, long-lived mutant *eat-2*^62^. Moreover, miR-230-3p expression is increased in response to heat stress^63^, while its expression decreases in aged worms^21^. miR-235-3p is also downregulated in aged worms, and mediates longevity induced by dietary restriction in *C. elegans*^64^. *mir-235* also has a protective effect on the response to exposure to graphene oxide^65^, a toxic agent. These findings unveiled miRNAs induced by ALG-1 overexpression as relevant players in oxidative stress response.

Among the putative targets of these miRNAs, we found genes that are predicted to have their molecular function associated with PDI activity. PDIs are multifunctional enzymes with oxidoreductase, isomerase, and chaperone activities. PDI promotes the formation of disulfide bonds in newly synthesized ER proteins, primarily those destined to secretion or to the cell surface^66^. The thiol oxidase function of PDI is intricately linked to its reoxidation by ER oxidoreductin-1 (Ero1). This process involves the generation of reduced Ero1, which subsequently needs to be regenerated to its oxidized form. This regeneration occurs through electron transfer from reduced Ero1 to O_2_, leading to the generation of hydrogen peroxide^66^.

The ER lumen is known for its relatively oxidizing environment, characterized by high concentrations of hydrogen peroxide^67^. Concurrently, Ero1-dependent catalysis relies on the reduction of its non-catalytic regulatory disulfides, a process involving PDI or glutathione^68^. Thus, the loss of PDI may limit Ero1 activity, providing some level of protection against oxidative stress. However, this protective effect may come at the cost of impaired protein folding capacity, while simultaneously rendering cells more susceptible to reductive stress. Additional mechanisms associated with the effects of PDI depletion may include the loss of oxidized glutathione in the ER^68^ and a diminished supportive interaction between PDI and oxidant-generating Nox NADPH oxidases^66^. These possible mechanisms remain to be investigated. On the other hand, general induction of miRNAs by upregulation of ALG-1 is anticipated to have a broad inhibitory effect on protein synthesis. Hence, ALG-1 upregulation and consequent downregulation of the PDI pathway may alter ER redox regulation and protein folding capacity through multiple mechanisms.

These observations concur with the fact that worms overexpressing ALG-1 are more sensitive to ER stress induced by the reducing agent DTT, while they cope better with exogenous exposure to pro-oxidant agents. In *C. elegans*, PDI-1, PDI-2, PDI-3, and PDI-6 are the best-characterized PDI proteins with homologies to human PDIs^69^. We found that miR-230-3p can directly target *pdi-2*. *C. elegans* mutants with loss-of-function of *pdi-2* exhibit severe morphological defects, uncoordinated movement, and adult sterility^70^.

Here we used heterozygous mutants resulting in partial inhibition of *pdi-2* and we observed that limiting the enzyme improves oxidative stress resistance. Knockdown of *pdi-*2 using RNAi results in similar protection from paraquat stress. Curiously though, *pdi-2* RNAi not only sensitizes worms to sodium arsenite, but also results in decreased lifespan under normal, unstressed conditions. These findings underscore the critical importance of fine-tuning the regulation of PDI-2. Taking into consideration the important role of PDI in maintaining redox balance in the ER while conferring proper protein homeostasis, it is expected that drastic changes in PDI-2 levels will lead to deleterious effects. Hence, whether *pdi-2* inhibition proves beneficial or detrimental may be a matter of the magnitude and the duration of the repression, as well as the nature of the stress.

Previous studies have indicated that neurons in *C. elegans* exhibit resistance to RNAi^71,72^, whereas the *pdi-2* mutation is anticipated to impact all cells. Consequently, the varying outcomes observed with different loss-of-function models may also signify the influence of distinct tissues on the phenotypes. Given the tissue specificity of many miRNAs^73^ and their established role in fine-tuning gene networks^5^, we posit that miRNAs serve as cellular guardians of the PDI pathway, preventing unbalanced changes that could lead to cellular dysfunction during stressful conditions, consequently influencing organismal stress resistance.

In conclusion, in the present work we described the mechanism through which the miRNA processing machinery is dynamically regulated to orchestrate organismal oxidative stress resistance under several conditions that lead to longevity, particularly in germline-deficient animals. Under a pro-oxidant environment (common in disease conditions), increasing a key enzyme that represents a limiting factor for miRNA function and biogenesis promotes survival of the organism. Importantly, increasing the efficiency of the miRNA machinery is not always beneficial, as it can also sensitize the organism to other kinds of stressors, decrease reproductive output, and delay development. Hence, it is not surprising that the physiological regulation of ALG-1 is tightly controlled by an intricate mechanism. Although some of the players participating in this mechanism as described here in *C. elegans* are not fully conserved, the tight regulation of components of the miRNA processing pathway and their role in stress response and aging have been clearly demonstrated in mammals^47,74–76^. In humans, germline mutations in argonautes (*AGO1* and *AGO2*) have been associated with defects in neurodevelopment^77,78^, while somatic mutations in *AGO2* appear to be common in gastric and colorectal cancers with high microsatellite instability^79^. Future studies could reveal whether targeting these specific argonautes may serve to treat diseases associated with oxidative stress and improve human health.

## Methods

### Strains and maintenance of *C. elegans*

*C. elegans* were obtained from the Caenorhabditis Genetics Center (CGC). Worms were maintained in Petri dishes containing semi-solid Nematode Growth Media (NGM) supplemented with 1 mM CaCl_2_, 1 mM MgSO_4_, 25 mM KPO_4_ and 5 µg/mL cholesterol, as described previously^80^. The NGM medium was supplemented with 100 μg/mL of streptomycin (Sigma-Aldrich, S6501-25G) for the maintenance plates seeded with OP50-1 (a streptomycin-resistant strain of OP50 *E. coli*), to avoid contamination. Bacteria were grown for 16 hours, during which they reached an optical density of approximately 1. Then, the culture was concentrated 10 times and inoculated onto plates containing NGM, forming a lawn above which the worms were cultivated. All *C. elegans* strains used are summarized in Supplementary Table 1. We used hermaphrodites in all experiments and males only for mating.

### RNAi

For RNAi experiments, NGM plates were supplemented with 1 mM CaCl_2_, 1 mM MgSO_4_, 25 mM KPO_4_, 8 µg/mL cholesterol, 12.5 µg/mL tetracycline (Sigma-Aldrich, T7660), 100 µg/mL ampicillin (Sigma-Aldrich, A9518), and 1 mM Isopropyl-β-D-thiogalactopyranoside (IPTG) (Fisher Scientific, BP1755-1) to induce double-stranded RNA expression. *C. elegans* were fed with HT115 *E. coli* bacteria expressing the RNAi clones, which were obtained from the *C. elegans* ORFeome Library (Vidal RNAi library available through Horizon Discovery), kindly provided by Dr. Adam Antebi and Dr. Julio Ferreira. For control (ctrl) RNAi, HT115 expressing the L4440 (empty vector) clone was used.

### Lifespans assays

Approximately 120 synchronized day 0 (young adults) worms were transferred to lifespan plates containing *E. coli* OP50-1 (streptomycin-resistant strain) or *E. coli* HT115 (for RNAi experiments) bacteria and supplemented with 50 µg/mL 5-Fluoro-2’-deoxyuridine (FudR) (Thermo Scientific Chemicals, 227605000). Lifespans were performed at 20 °C under normal conditions. For lifespans under NO-free conditions, *B. subtilis* strain 1A1 (strain 168) and the isogenic *B. subtilis* ΔNOS, obtained from the Bacillus Genetic Stock Center (BGSC), were used. For lifespans under heat stress, a temperature of 30 °C was used. For oxidative stress induced by methyl viologen dichloride hydrate (Paraquat) (Sigma-Aldrich, 856177), worms were transferred at L4 stage to lifespan plates supplemented with either 4 mM (for OP50-1 bacteria) or 8 mM of Paraquat (for HT115 bacteria). For reductive ER stress induced by DTT (dithiothreitol) (Thermo Fisher Scientific, D0632), the *C. elegans* strains were transferred at day 0 young adults to lifespan plates supplemented with 5 mM DTT. For all lifespans, dead worms were scored every 1 to 2 days from day 1, and animals that died by bagging, bursting, or crawling off the plates were censored.

### Oxidative stress induced by sodium arsenite

Using 96-well plates, day 3 adult worms were transferred to wells containing 100 µL of sodium arsenite (Sigma-Aldrich, S7400) solution in concentrations ranging from 10 to 15 mM, diluted in M9 buffer (22 mM Na_2_HPO_4_, 22 mM KH_2_PO_4_, 85 mM NaCl, 1 mM MgSO_4_). After 8 h, dead worms were scored by touching their tail three times with a platinum wire. When touch response was absent, worms were considered dead. At least 6 wells containing 10 worms were used for each strain and each concentration. The experiments were repeated at least 2 times.

### Mobility analysis

Mobility was measured on days 0, 3, 6, and 9 of adulthood. Ten worms from lifespan plates were placed, individually, in a well of a 96-well plate containing 100 µL of M9 buffer and left at 20 °C for 10 min to acclimatize. The number of body bends per worm was measured for 30 s using a light stereoscope, and the values were multiplied by 2 to obtain the rate per minute. The measurements were repeated twice per worm and data represents the average.

### Pharyngeal pumping

Pharyngeal pumping analysis was done on days 0, 3, 6, and 9 of adulthood. Ten worms had their pharynx movements on lifespan plates observed using a light stereoscope. The number of pharynx movements per worm was measured for 30 s, and the values were multiplied by 2 to obtain the rate per minute. The measurements were repeated twice per worm and data represents the average.

### Duration of development

Individual adult worms were allowed to lay eggs for one hour on OP50-1 plates. After 60 hours of progeny development, the plates were monitored every hour using a light stereoscope to score for adults, identified by the presence of eggs in the uterus. This monitoring continued until the last worm reached the adult stage.

### Brood size assay

Approximately 200 eggs laid by adult worms were transferred to OP50-1 plates and maintained until day 0 (young adults). Each adult worm was then individually transferred to new plates and maintained for 24 hours. After 24 hours, the worms were transferred to fresh wells for another 24-hour incubation, while the eggs/larvae from the previous well were counted. This procedure was repeated until day 5 of adulthood.

### ModENCODE analysis

To look for candidates for *alg-1* transcriptional regulators, version 33 of the modENCODE ChIP-Sequencing consortium^24^ was used. The candidates were picked by selecting genes that had a significant peak in the region of up to 2000 base pairs upstream of *alg-1* initiation codon (X chromosome: 13947420..13949420).

### GFP reporter analyses

For measurements of the *alg-1p::alg-1::gfp* reporter (*ap423* allele obtained from the PQ530 strain) in the long-lived mutants, the strains were maintained on OP50-1, and had their fluorescence measured on day 1 of adulthood. Ten to twenty worms were immobilized using 0.1% sodium azide (Sigma-Aldrich, 71290) on M9 solution and placed on glass slides. The images were acquired using the ZEISS Apotome 3 (Zeiss microscopy). For experiments using the other reporters, the strains were transferred to plates containing 50 µg/mL FudR (Thermo Scientific Chemicals, 227605000) on day 0 of adulthood. For *sod-3* and *gst-4* analyses, plates were also supplemented with 4 mM Paraquat (Sigma-Aldrich, 856177), 10 mM N-acetylcysteine (NAC) (Sigma-Aldrich, A7250) or vehicle (M9) solution. On day 3 of adulthood, ten adult worms were transferred to transparent 96-well plates containing 100 µL of 0.1% sodium azide (Sigma-Aldrich, 71290) in M9 buffer, for immobilization, and had their images acquired using Cytation™ 5 Cell Imaging Multi-Mode Reader (BioTek Instruments). For all measurements using RNAi, worms were grown on ctrl RNAi (empty vector) plates until day 0 and then transferred to the experimental RNAi until the day fluorescence was measured. The software ImageJ Fiji (National Institute of Health) was used for image analysis. The mean fluorescence intensity of each worm was calculated, and the normalization was performed by subtracting the mean intensity values of worms without fluorescence (WT) and dividing these values by the mean intensity values of the control group.

### Real-time qPCR

RNA from 300 day-1 adult worms was extracted using TRIzol Reagent (Thermo Fisher Scientific, 15596018). Reverse transcription was performed using 200 ng of total RNA and High-Capacity cDNA Reverse Transcription kit (Thermo Fisher Scientific, 4368814) according to the manufacturer’s protocol. Real-time PCR was conducted using SYBR Green Master Mix (Thermo Fisher Scientific, 4309155) and primers at the final concentration of 0.5 μM. Fluorescence was detected using the CFX384 Detection System (Bio-Rad Laboratories). Real-Time PCR System following the protocol: 95 °C−5 min and 40 cycles of 95 °C−15 s, 60 °C−20 s, and 72 °C−30 s. Expression levels were normalized using the reference gene *Y45F10D.4*. Primers used: *alg-1* forward - CGCGCTCGTTAATCATCTTGT, *alg-1* reverse - GGATGAACCTGCACAGCTC, *Y45F10.4* forward - CGAGAACCCGCGAAATGTCGGA, *Y45F10.4* reverse - CGGTTGCCAGGGAAGATGAGGC.

### Small RNA sequencing

Total RNA was extracted from pools of 500–800 *C. elegans* at day 0 using TRIzol reagent and following the manufacturer’s instructions (Thermo Fisher Scientific, 15596018). Samples of 6 µg of total RNA were sent for small RNA sequencing at the Genomics Center of ESALQ-USP using the HiSeq2500 platform (Illumina). After preprocessing the data with the Fastx-ToolKit software to remove adapters and select reads with a minimum length of 18 base pairs (bp), the analysis was conducted using the Bowtie2 software with the ce10 reference genome provided by UCSC. The data was normalized by the total number of reads generated per sample. miRNAs with log_2_ fold change > 1 or < −1 when comparing to their control groups [N2 for *glp-1(e2144)* and ctrl for ALG-1/OE] were considered differentially expressed and were plotted in a heatmap generated using GraphPad Prism (version 8.0). Venn diagrams were created using the following website: http://bioinformatics.psb.ugent.be/webtools/Venn/. The complete raw data can be accessed through the Gene Expression Omnibus (GEO) by the accession number GSE260938.

### RNAseq data analysis

RNAseq data (GSE111338) was assessed at GEO and used to retrieve gene expression data of *glp-1(e2141)* vs. WT worms at day 1. For *eat-2(ad1116)*, *raga-1(ok386)*, *clk-1(qm30)*, and *age-1(hx546)* mutants at day 1, we used the RNAseq data from Dutta et al.^23^, available upon request from the Mair lab. Statistical analysis was performed using EdgeR package, on RStudio (version 1.3.1). The data were normalized with “calcnormFactors()” using the “glmQLFTest()” method. Data were considered statistically different when *P* value and false discovery rate (FDR) were less than 0.05.

### Gene ontology of miRNA targets

The TargetScanWorm Release 6.2^44^ was used to assess predicted miRNA targets. Predicted targets with aggregate Pct > 0.19 were selected and intersected with genes upregulated on a microarray of *alg-1(gk214)* worms^45^ (GSE19138) curated by WormExp v2.0^81^. The list of intersected genes had their gene ontology analyzed on WormEnrichr^46^, using the gene set library GO molecular function AutoRIF Predicted z-score.

### *pdi-2* 3’UTR cloning

To clone the putative binding site of miR-230-3p located at the *pdi-2* 3’UTR into the 3’UTR of a luciferase reporter vector, oligonucleotides (*pdi-2* sense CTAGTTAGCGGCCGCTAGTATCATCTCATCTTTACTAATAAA; *pdi-2* antisense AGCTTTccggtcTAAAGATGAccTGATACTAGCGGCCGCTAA; mutated *pdi-2* sense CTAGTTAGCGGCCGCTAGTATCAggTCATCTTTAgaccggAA; mutated *pdi-2* antisense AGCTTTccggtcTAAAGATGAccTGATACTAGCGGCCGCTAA) were synthesized, diluted to a concentration of 1 µg/µL and annealed in annealing buffer (10 mM Tris, pH 7.5 − 8.0; 50 mM NaCl; 1 mM EDTA). The solution was heated at 95 °C for 2 min, allowed to cool to room temperature and kept in this condition for 45 min. 1 µg of pMIR-REPORT^TM^ vector (Thermo Fisher Scientific, AM5795) was digested with 1 µL (10 units) of restriction enzymes *SpeI* (New England Biolabs, NEB #R3133) and *HindIII* (New England Biolabs, NEB #R3104), in the presence of Cutsmart buffer (New England Biolabs, NEB #B6004), to a final volume of 50 µL. The annealed oligos were diluted to 4 ng/µL and ligated to 50 ng of pMIR-REPORT, in the presence of T4 DNA ligase (New England Biolabs, M0202S) and 1x ligase buffer (New England Biolabs, B0535S) in a final volume of 20 µL. 2 µl of the ligation was transformed into competent DH5α bacteria according to the Addgene protocol (https://www.addgene.org/protocols/bacterial-transformation) and then 100 µL of the transformation were plated on LB-agar plates containing 100 mg/mL of ampicillin (Sigma-Aldrich, A9518-25g). Clones were selected and plasmids were isolated using the QIAprep Spin miniprep kit (Qiagen, 27104).

### miR-230-3p target assay

HEK293T cells were seeded into 96-well plates and, after 24 hours, they were transfected with plasmids carrying the luciferase gene under the control of the native or mutated *pdi-2* 3’UTR sequences (1 µg/mL) in the presence of the *C. elegans* miR-230-3p (Thermo Scientific, 4464066) or miR-85-3p (negative control) (Thermo Scientific, 4464066) mimics at the concentration of 17.5 nM. The vector pRL-SV40 (which expresses Renilla luciferase) was co-transfected for normalization. Plasmids were transfected using the Effectene Transfection Reagent kit (Qiagen, 301425) and miRNA mimics using the HiPerFect Transfection Reagent kit (Qiagen, 301704). After 24 hours of transfection medium was exchanged, and 24 hours later the cells were washed with PBS and luminescence of Firefly Luciferase and Renilla Luciferase was measured using the Dual-Glo® Luciferase Assay kit (Promega, E2920).

### Statistics

Lifespan assays were compared using the log-rank test. Two-tailed Student’s t-test was used to compare two means, and one-way ANOVA was used to compare more than two means. In experiments with two independent variables, means were compared using two-way ANOVA. We assumed normal distribution for statistical comparisons. GraphPad Prism (version 8.0) was used to plot data and to calculate statistics. *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

All data generated or analyzed during this study are provided in the Supplementary Information and Source Data files and are available in public repositories or upon request from their original sources. The small RNA sequencing data generated in this study (Fig. 4a–e) have been deposited in the GEO database under accession code GSE260938. The processed data is also available in the Supplementary Data 3. The RNA sequencing data re-used in this study (Fig. 1a, g and Supplementary Fig. 2a) are available in the GEO database under accession code GSE111338 or were shared by and is available upon request from the Mair lab^23^. The processed data used in the study are also available in the Supplementary Data 1. The microarray data re-used in this study (Fig. 5a and Supplementary Fig. 9) are available in the GEO database under accession code GSE19138. The processed data used in this study is also available in the Supplementary Data 4. Source data are provided with this paper.

# Supplementary material for: An Intricate Network Involving the Argonaute ALG-1 Modulates Organismal Resistance to Oxidative Stress
**Source:** Nat Commun. 2024 Apr 9;15:3070. doi: 10.1038/s41467-024-47306-4
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

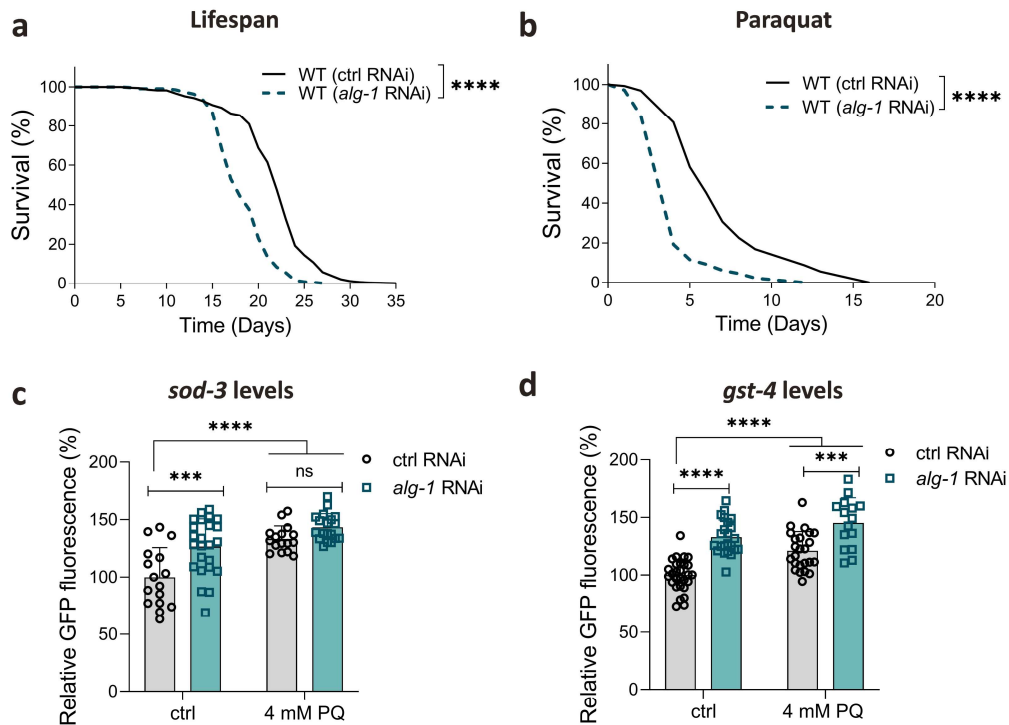

**Supplementary Figure 1. *alg-1* knockdown in adults reduces *C. elegans* lifespan and oxidative stress resistance.** (a) Lifespan of WT worms exposed to *alg-1* or control RNAi (empty vector) since day 0 of adulthood.  $n = 101$  worms for ctrl RNAi and 92 worms for *alg-1* RNAi. (b) Survival on paraquat (8 mM) of WT worms exposed to *alg-1* or control RNAi (empty vector) since day 0 of adulthood.  $n = 133$  worms for ctrl RNAi and 138 worms for *alg-1* RNAi. (c-d) Relative GFP fluorescence of worms expressing (c) *sod-3p::gfp* (*muls84*) ( $n = 16, 24, 16, 20$  worms per condition) or (d) *gst-4p::gfp* (*dvl19 III*) ( $n = 28, 23, 24, 15$  worms per condition) exposed to *alg-1* or control RNAi (empty vector) since day 0 of adulthood. Worms were transferred to vehicle or 4 mM paraquat (PQ) plates on day 0 and fluorescence was measured on day 3. (a-b) Data were compared using the log-rank test. \*\*\*\*  $P < 0.0001$ . Representative data from three independent replicates. (c-d) Bars represent mean  $\pm$  SEM. Comparisons were made using two-way ANOVA with Sidak's post hoc test. Combined data of two independent replicates. ns – non-significant ( $P > 0.05$ ), \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ . Source data and exact  $P$  values (whenever available) are provided as a Source Data file.

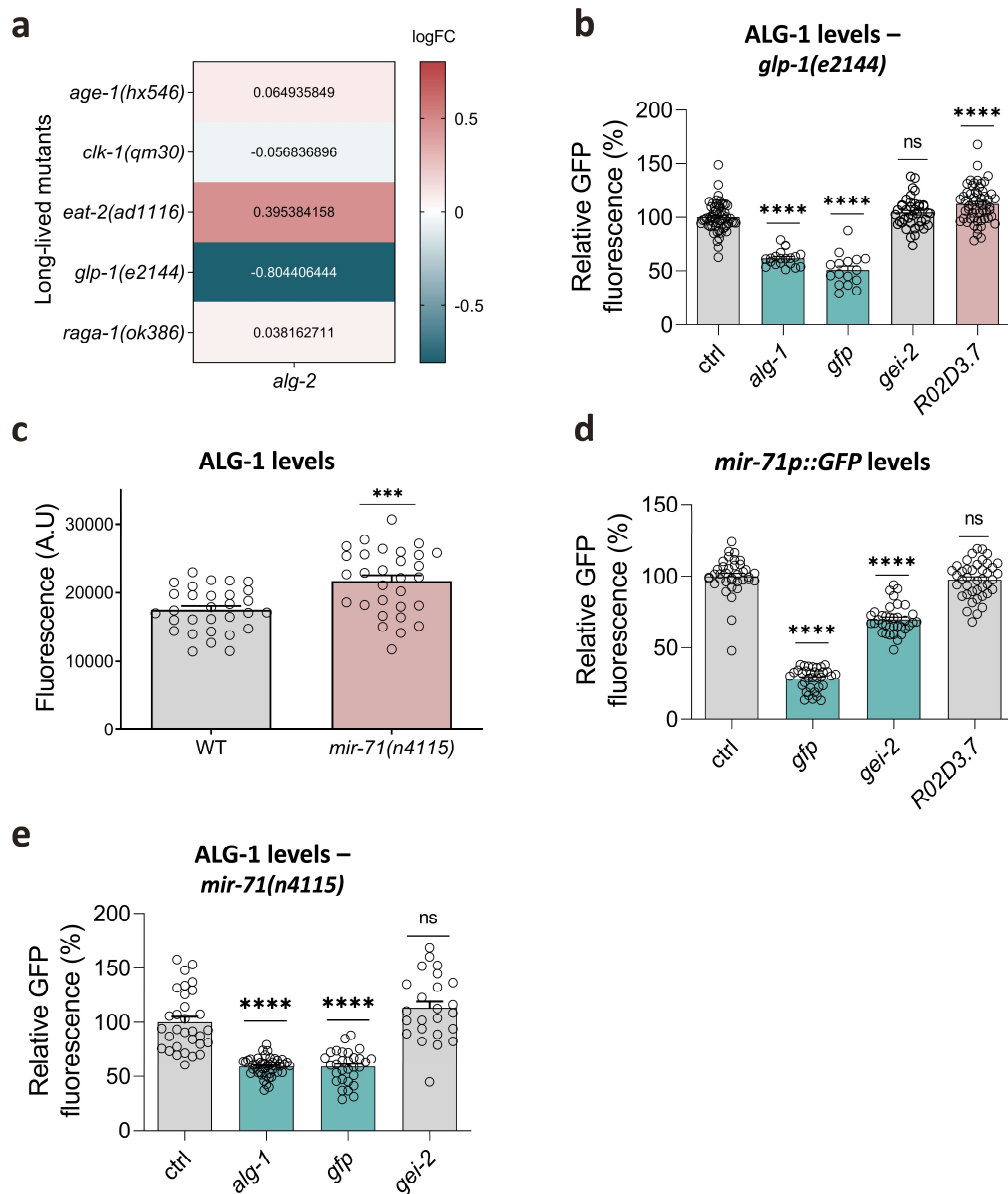

**Supplementary Figure 2. ALG-1 expression is controlled in *cis* and *trans*.** (a) *alg-2* gene expression in long-lived mutants as determined by RNAseq. Adjusted p-values and detailed information are described in Supplementary Dataset 1. (b) Relative GFP fluorescence of the *alg-1p::gfp::alg-1(zals5)* reporter in *glp-1(e2144)* mutants after RNAi exposure.  $n = 60, 20, 16, 39, 57$  worms per condition. (c) Relative GFP fluorescence of the *alg-1p::gfp::alg-1(zals5)* reporter in *mir-71(n4115)* mutants. A.U represents the arbitrary unit of the mean fluorescence.  $n = 30$  worms per condition. Statistics were determined by two-tailed paired Student's t-test. \*\*\*  $P < 0.001$ . (d) Relative GFP fluorescence of the *mir-71p::GFP (mals352)* reporter strain after RNAi exposure.  $n = 38, 36, 37, 42$  worms per condition. (e) Relative GFP fluorescence of the *alg-1p::gfp::alg-1(zals5)* reporter in *mir-71(n4115)* mutants after RNAi exposure.  $n = 32, 47, 30, 24$  worms per condition. (b-e) Worms were grown on plates with control (ctrl) RNAi (empty vector), transferred to respective RNAi plates at day 0, and had their fluorescence measured on day 3. Bars represent mean  $\pm$  SEM. Combined data of three independent replicates. For (b, d-e), comparisons were made using one-way ANOVA with Dunnett's post hoc test. ns – non-significant ( $P > 0.05$ ), \*\*\*\*  $P < 0.0001$ . Source data and exact  $P$  values (whenever available) are provided as a Source Data file.

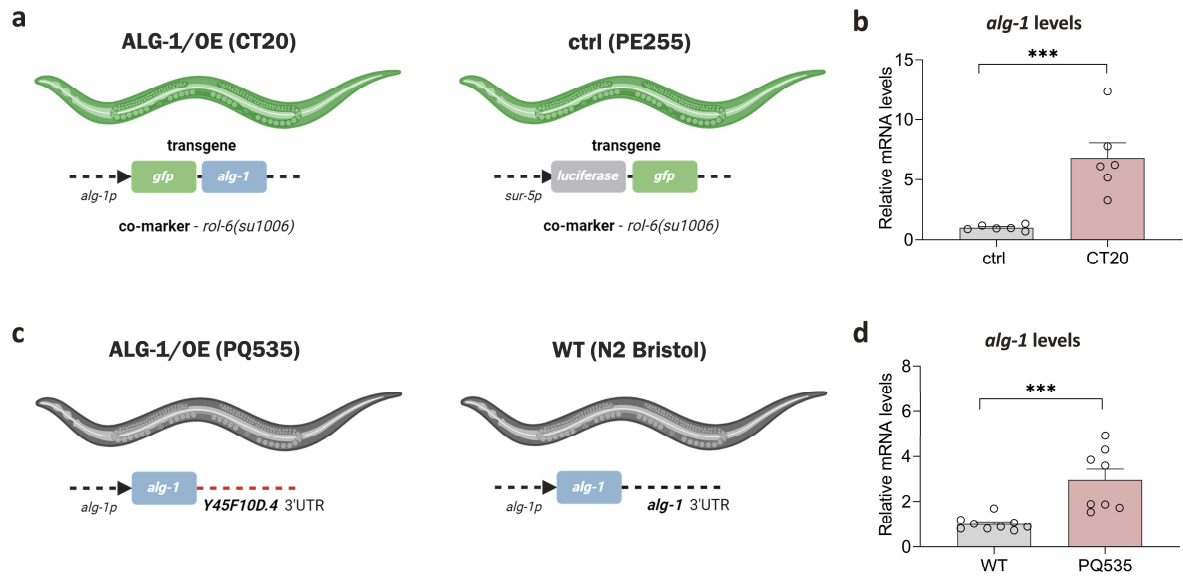

**Supplementary Figure 3. ALG-1 overexpression models. (a)** CT20: a strain generated by genomic insertion of the transgene *zals5[alg-1p::GFP::alg-1 + pRF4(rol-6(su1006))]*, which produces a functional GFP::ALG-1 fusion protein<sup>25</sup>. As a control (ctrl), we used PE255, a strain that carries the transgene *fels5[sur-5p::luciferase::GFP + rol-6(su1006)]* integrated in the genome. This transgene overexpresses a *luciferase::GFP* fusion protein. Created with BioRender.com. **(b)** Relative mRNA expression of *alg-1* in ctrl (PE255) vs. CT20, measured by RT-qPCR on day 1 of adulthood.  $n = 6$  pool of worms per condition. **(c)** PQ535: a strain in which the 3'UTR of *alg-1* is substituted by the 3'UTR of *Y45F10D.4* using CRISPR/Cas9 editing, thus creating the *ap428* allele (*alg-1::Y45F10D.4* 3'UTR) which overexpresses ALG-1<sup>17</sup>. In this case, the wild type (WT) N2 Bristol was used as a control. Created with BioRender.com. **(d)** Relative mRNA expression of *alg-1* in WT vs. PQ535, measured by RT-qPCR on day 1 of adulthood.  $n = 9$  and 8 pools of worms per condition. **(b and d)** Data are the mean  $\pm$  SEM from two independent replicates. Statistics were determined by two-tailed paired Student's t-test. \*\*  $P < 0.01$ , \*\*\*\*  $P < 0.0001$ . Source data and exact  $P$  values (whenever available) are provided as a Source Data file.

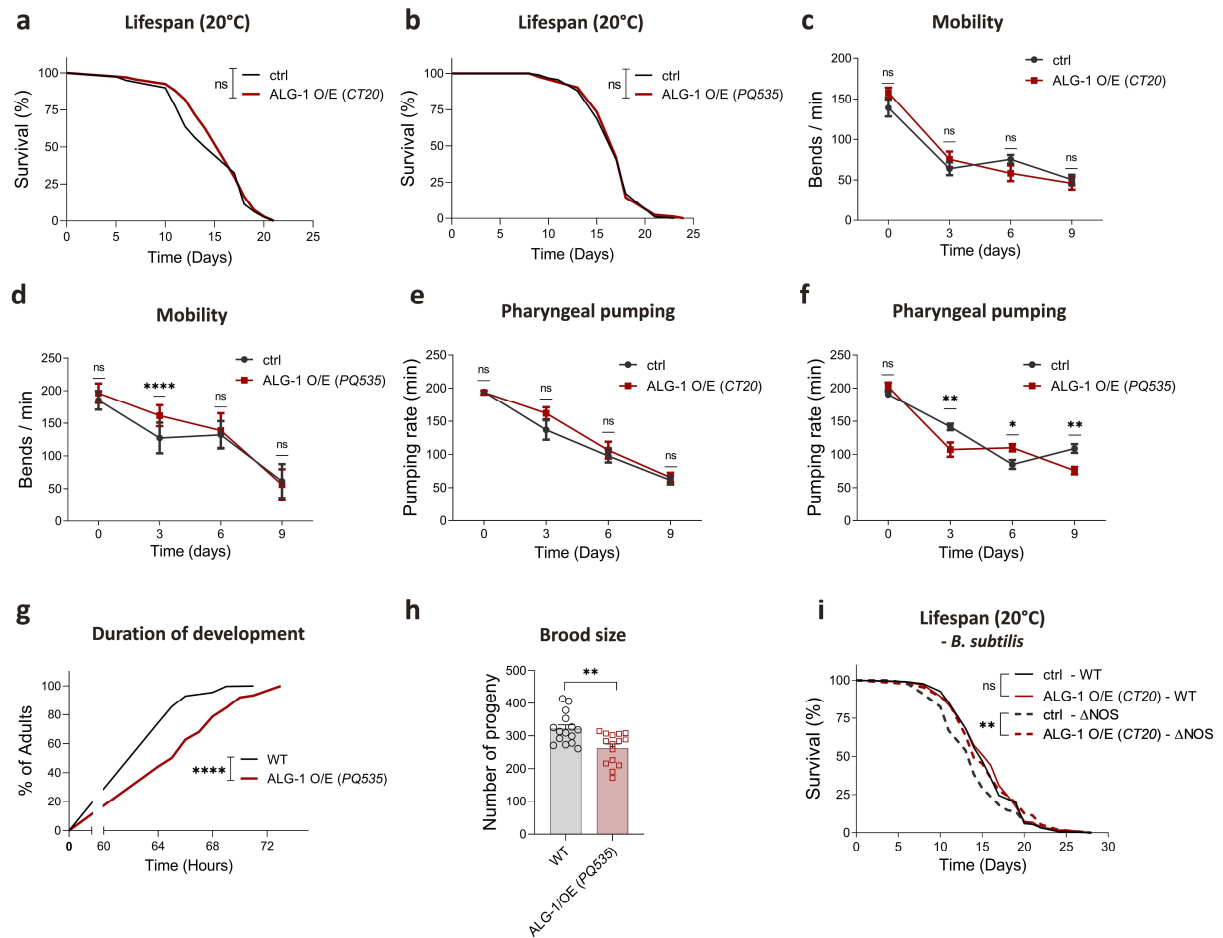

**Supplementary Figure 4. ALG-1 overexpression does not affect lifespan or health span parameters, but delays development and reduces fertility in *C. elegans*.** (a-b) Lifespan at 20°C of (a) CT20 ( $n = 80$  worms for ctrl and 67 worms for CT20) and (b) PQ535 ( $n = 104$  worms for WT and 95 worms for PQ535) on OP50-1 bacteria in comparison with their respective controls. (c-d) Mobility expressed as body bends per minute using (c) CT20 ( $n = 15$  worms for each time point and strain) and (d) PQ535 ( $n = 15$  worms for each time point and strain) strains in comparison with their controls. Representative data from two independent replicates. (e-f) Pharyngeal pumping per minute using (e) CT20 ( $n = 15$  worms for each time point and strain) and (f) PQ535 ( $n = 15$  worms for each time point and strain) strains in comparison with their controls. Representative data from two independent replicates. (g) Duration of development of wild type (WT) vs ALG-1/OE (PQ535) worms on OP50-1 bacteria. Representative data from three independent biological replicates.  $n = 128$  worms for WT and 194 worms for PQ535. (h) Brood size.  $n = 15$  worms per condition. Bars represent mean  $\pm$  SEM. Statistics were determined by two-tailed paired Student's t-test. \*\*  $P < 0.01$  (i) Lifespan at 20°C on  $\Delta$ NOS *B. subtilis* bacteria (nitric oxide-free).  $n = 114$  worms for ctrl WT, 114 worms for ALG-1/OE WT, 111 worms for ctrl  $\Delta$ NOS, 86 worms for ALG-1/OE  $\Delta$ NOS. Representative data from two independent replicates. (a-b, g and i) Data were compared using the log-rank test. ns – non-significant ( $P > 0.05$ ), \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*\*  $P < 0.0001$ . (c-f) Bars represent mean  $\pm$  SEM. Comparisons were made using two-way ANOVA with Sidak's post hoc test. ns – non-significant ( $P > 0.05$ ), \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*\*  $P < 0.0001$ . Source data and exact  $P$  values (whenever available) are provided as a Source Data file.

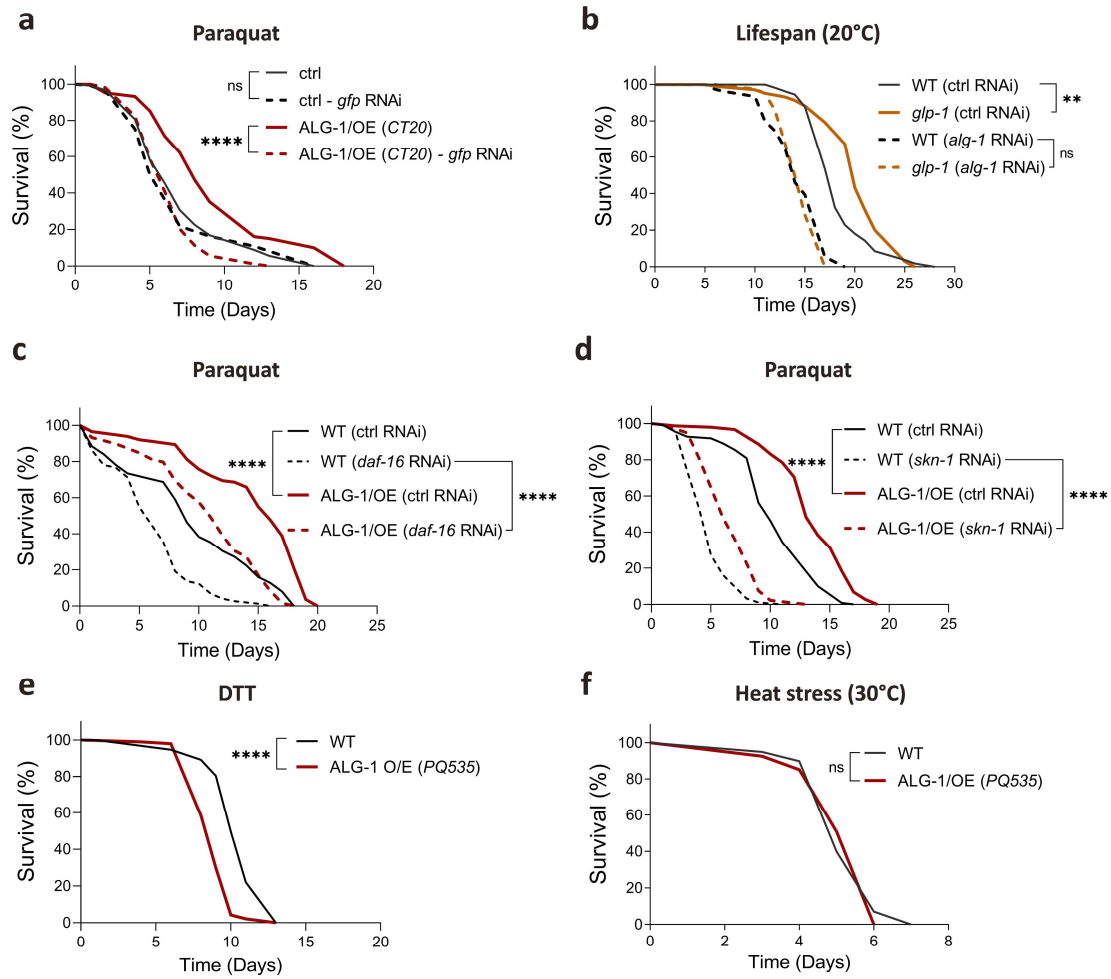

**Supplementary Figure 5. ALG-1 overexpression promotes resistance to oxidative stress, but not to other types of stressors.** (a) Survival on paraquat (8 mM). ALG-1/OE (CT20) and control (ctrl; PE255) worms were treated with *gfp* or control (ctrl) RNAi (empty vector) from day 0.  $n = 133$  worms for ctrl, 123 worms for ctrl *gfp* RNAi, 142 worms for CT20, 125 worms for CT20 *gfp* RNAi. Representative data from three independent replicates. (b) Lifespan of *glp-1(e2144)* vs WT worms exposed to *alg-1* or control RNAi (empty vector) since day 0 of adulthood.  $n = 130$  worms for WT ctrl RNAi, 113 worms for WT *alg-1* RNAi, 98 worms for *glp-1(e2144)* ctrl RNAi, 145 worms for *glp-1(e2144)* *alg-1* RNAi. Representative data from three independent replicates. (c) Survival on paraquat (8 mM). ALG-1/OE (CT20) and ctrl worms were exposed to *daf-16* or control (ctrl) RNAi (empty vector) from day 0 of adulthood.  $n = 69$  worms for WT ctrl RNAi, 73 worms for WT *daf-16* RNAi, 114 worms for ALG-1/OE ctrl RNAi, 60 worms for ALG-1/OE *daf-16* RNAi. Representative data from two independent replicates. (d) Survival on paraquat (8 mM). ALG-1/OE (CT20) and ctrl (PE255) worms were exposed to *skn-1* or control (ctrl) RNAi (empty vector) from day 0 of adulthood.  $n = 91$  worms for WT ctrl RNAi, 120 worms for WT *skn-1* RNAi, 113 worms for ALG-1/OE ctrl RNAi, 77 worms for ALG-1/OE *skn-1* RNAi. Representative data from three independent replicates. (e) Survival on DTT (5 mM) of ALG-1/OE (PQ535) worms in comparison with WT. Representative data from two independent replicates.  $n = 94$  worms for WT and 96 worms for PQ535. (f) Survival on OP50-1 at 30°C of ALG-1/OE (PQ535) worms in comparison with WT. Representative data from two independent replicates.  $n = 147$  worms for WT and 97 worms for PQ535. For all data, statistics were made using the log-rank test. ns – non-significant ( $P > 0.05$ ), \*\*  $P < 0.01$ , \*\*\*\*  $P < 0.0001$ . Source data and exact  $P$  values (whenever available) are provided as a Source Data file.

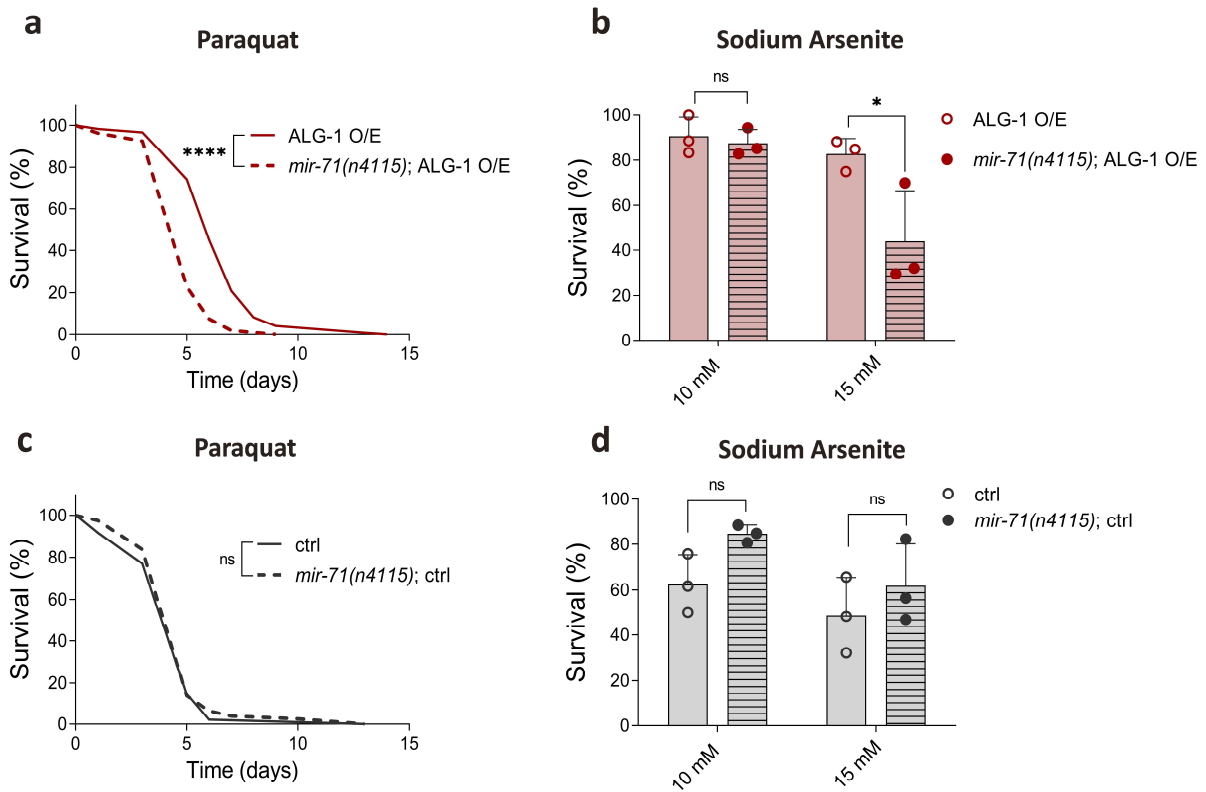

**Supplementary Figure 6. Loss of miR-71 suppresses oxidative stress resistance of ALG-1/OE worms. (a)**

Survival on paraquat (4 mM) of ALG-1/OE (CT20) worms carrying or not the *mir-71(n4115)* mutation.  $n = 120$  worms for ALG-1/OE and 106 worms for *mir-71*; ALG-1/OE. **(b)** Survival after 8 hours of exposure to sodium arsenite on day 3 of adulthood of ALG-1/OE (CT20) worms carrying or not the *mir-71(n4115)* mutation.  $n = 3$  wells with 10 worms each per condition. **(c)** Survival on paraquat (4 mM) of control (ctrl) worms (PE255) carrying or not the *mir-71(n4115)* mutation.  $n = 84$  worms for ctrl and 106 worms for *mir-71*; ctrl. **(d)** Survival after 8 hours of exposure to sodium arsenite on day 3 of adulthood of ctrl worms (PE255) carrying or not the *mir-71(n4115)* mutation.  $n = 3$  wells with 10 worms each per condition. **(a, c)** Worms were grown on OP50-1 bacteria and transferred to vehicle or paraquat plates at the L4 stage. Representative data from three independent replicates. Data were compared using the log-rank test. ns – non-significant ( $P > 0.05$ ), \*\*\*\*  $P < 0.0001$ . **(b, d)** Bar represent mean  $\pm$  SEM. Comparisons were made using two-way ANOVA with Sidak's post hoc test. Representative data from three independent replicates. ns – non-significant ( $P > 0.05$ ), \*  $P < 0.05$ . Source data and exact  $P$  values (whenever available) are provided as a Source Data file.

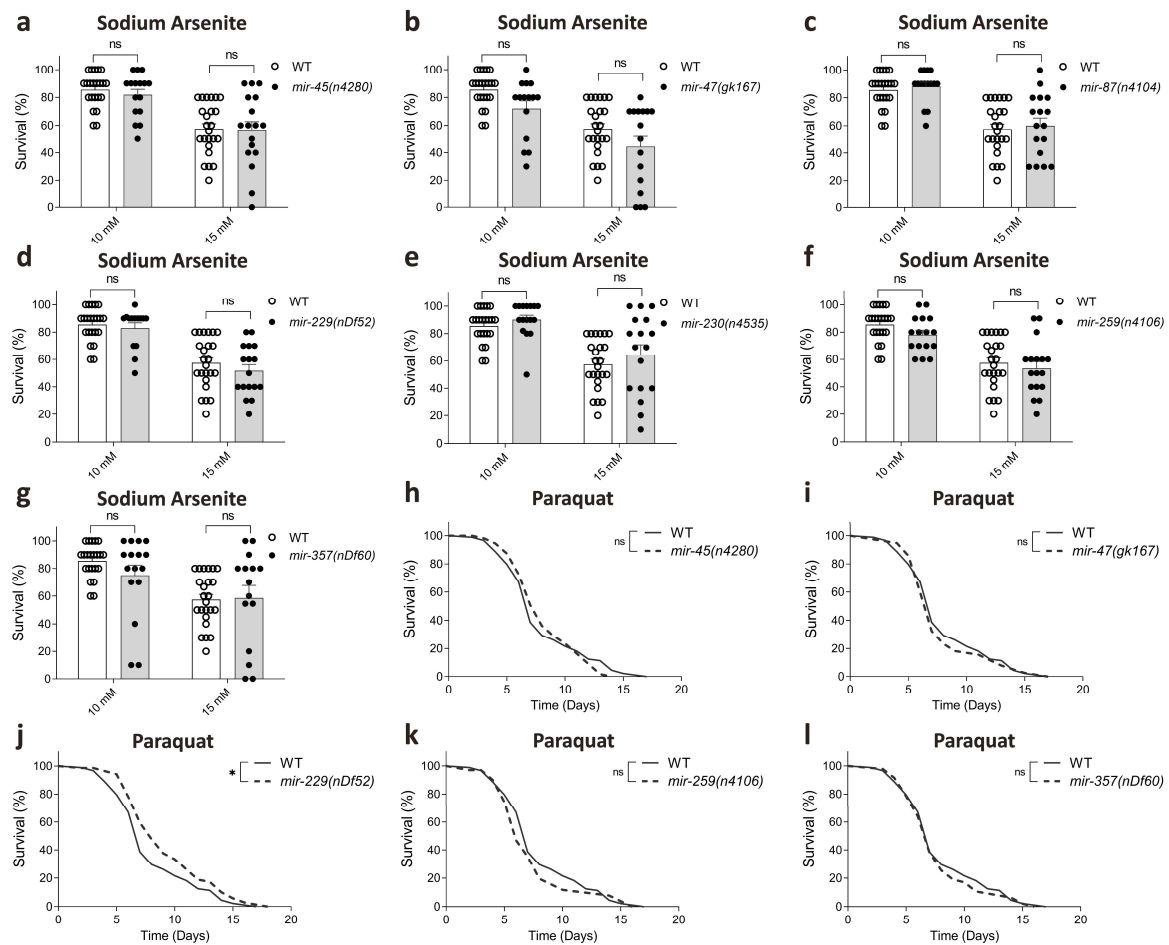

**Supplementary Figure 7. Survival of miRNA null mutants on pro-oxidants. (a-g)** Survival after 8 hours of exposure to sodium arsenite on day 3 of adulthood of **(a)** *mir-45(n4280)* ( $n = 22, 16, 24, 17$  wells with 10 worms each per condition), **(b)** *mir-47(gk167)* ( $n = 22, 15, 24, 16$  wells with 10 worms each per condition), **(c)** *mir-87(n4104)* ( $n = 22, 15, 24, 17$  wells with 10 worms each per condition), **(d)** *mir-229(nDf52)* ( $n = 22, 14, 24, 17$  wells with 10 worms each per condition), **(e)** *mir-230(n4535)* ( $n = 22, 16, 24, 17$  wells with 10 worms each per condition), **(f)** *mir-259(n4106)* ( $n = 22, 16, 24, 17$  wells with 10 worms each per condition), and **(g)** *mir-357(nDf60)* ( $n = 22, 16, 24, 15$  wells with 10 worms each per condition) mutants vs. WT. Bars represent mean  $\pm$  SEM. Combined data from three independent replicates. Comparisons were made using two-way ANOVA with Sidak's post hoc test. ns – non-significant ( $P > 0.05$ ). **(h-l)** Survival on paraquat (4mM) of **(h)** *mir-45(n4280)*, **(i)** *mir-47(gk167)*, **(j)** *mir-229(nDf52)*, **(k)** *mir-259(n4106)*, and **(l)** *mir-357(nDf60)* mutants vs. WT worms.  $n = 119$  worms for WT, 130 worms for *mir-45*, 104 worms for *mir-47*, 133 worms for *mir-229*, 149 worms for *mir-259*, 91 worms for *mir-357*. Data represent one experiment from three independent replicates. Experiments were performed together and hence share the same controls. They were split in different panels to allow better visualization. Comparisons were made using log-rank test. ns – non-significant ( $P > 0.05$ ), \*  $P < 0.05$ . Source data and exact  $P$  values (whenever available) are provided as a Source Data file.

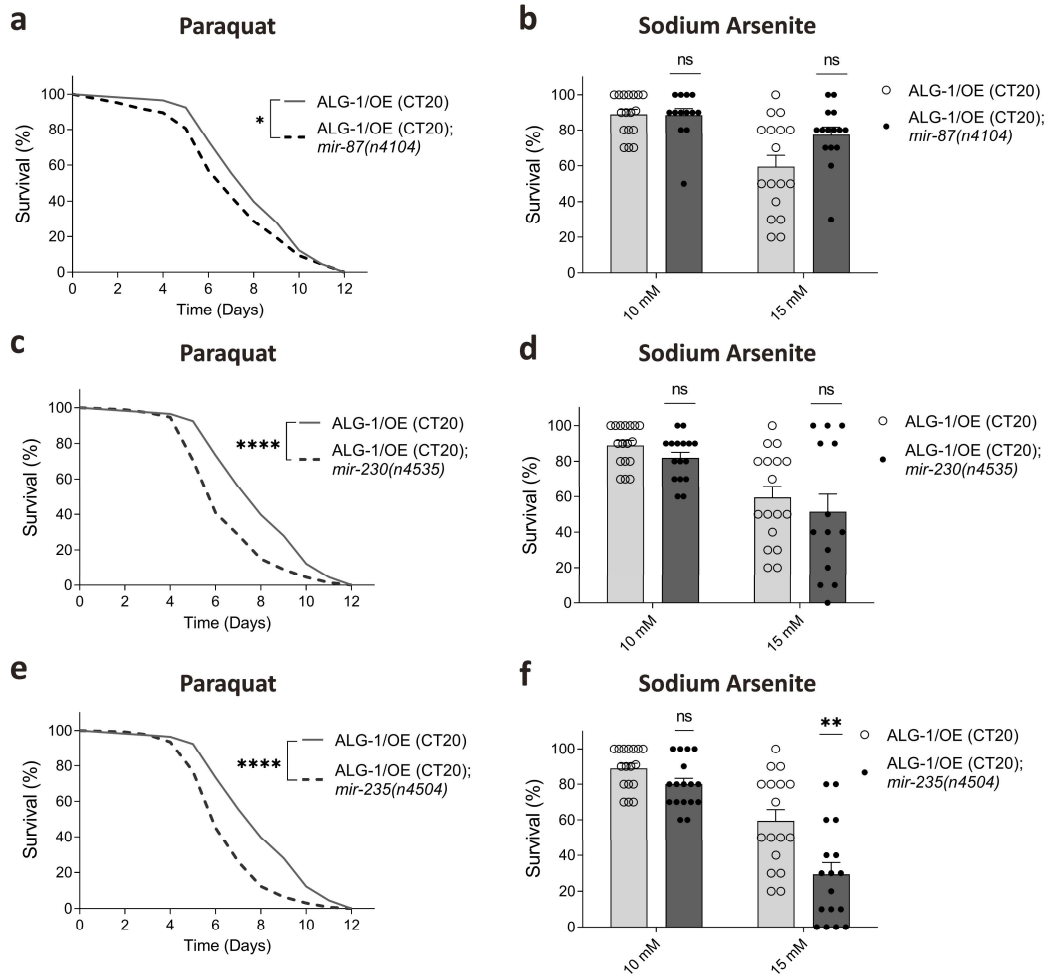

**Supplementary Figure 8. *mir-87*, *mir-230*, and *mir-235* null mutations reduce oxidative stress resistance of ALG-1/OE worms. (a-b)** ALG-1/OE worms carrying or not the *mir-87(n4104)* mutation. Survival on **(a)** paraquat (4mM) ( $n = 116$  worms for ALG-1/OE and 117 worms for ALG-1/OE; *mir-87*) and survival after 8 hours of exposure to **(b)** sodium arsenite ( $n = 17, 14, 17, 15$  wells with 10 worms each per condition) on day 3 of adulthood. **(c-d)** ALG-1/OE worms carrying or not the *mir-230(n4535)* mutation. Survival on **(c)** paraquat (4mM) ( $n = 116$  worms for ALG-1/OE and 179 worms for ALG-1/OE; *mir-230*) and survival after 8 hours of exposure to **(d)** sodium arsenite ( $n = 17, 16, 17, 14$  wells with 10 worms each per condition) on day 3 of adulthood. **(e-f)** ALG-1/OE worms carrying or not the *mir-235(n4504)* mutation. Survival on **(e)** paraquat (4 mM) ( $n = 116$  worms for ALG-1/OE and 140 worms for ALG-1/OE; *mir-235*) and survival after 8 hours of exposure to **(f)** sodium arsenite ( $n = 17$  wells with 10 worms each per condition) on day 3 of adulthood. **(a, c and e)**. Data were compared using the log-rank test and represent one experiment from three independent replicates. \*  $P < 0.05$ , \*\*\*\*  $P < 0.0001$ . **(b, d and f)** Bars represent mean  $\pm$  SEM. Comparisons were made using two-way ANOVA with Sidak's post hoc test. ns – non-significant ( $P > 0.05$ ), \*\*  $P < 0.01$ . Combined data from three independent replicates. Experiments were performed together and hence share the same controls. Source data and exact  $P$  values (whenever available) are provided as a Source Data file.

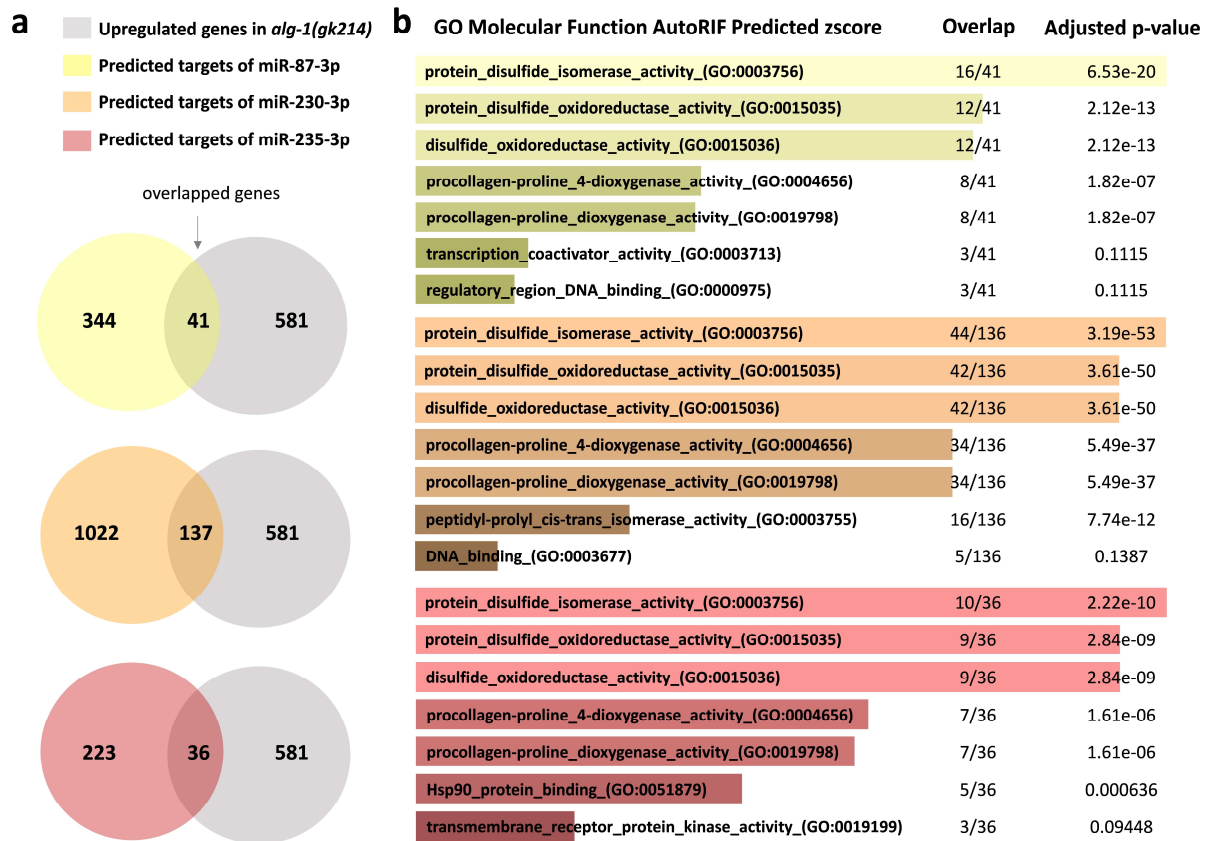

**Supplementary Figure 9. Genes associated with the PDI pathway are enriched among the putative targets of miRNAs upregulated after ALG-1 overexpression.** (a) Venn diagrams showing the overlapped genes of predicted targets of miRNAs (yellow - miR-87-3p, orange – miR-230-3p, and red – miR-235-3p) with genes upregulated in the *alg-1(gk214)* mutants (gray circles). (b) Gene ontology of the overlapped genes based on their enrichment among the gene sets found in the GO Molecular Function database of WormEnrichR according to their AutoRIF (gene-publication associations) predicted Z score. The target list of each miRNA is available in Supplementary Dataset 4.

**Supplementary Table 1. *C. elegans* strains used in the study.**

| Strain name       | Genotype                                                                                       | Description                                      |
|-------------------|------------------------------------------------------------------------------------------------|--------------------------------------------------|
| <b>N2 Bristol</b> | -                                                                                              | Wild type                                        |
| <b>CT20</b>       | <i>zals5 [alg-1p::GFP::alg-1 + rol-6(su1006)]</i>                                              | ALG-1 GFP reporter and ALG-1/OE                  |
| <b>PE255</b>      | <i>fels5 [sur-5p::luciferase::GFP + rol-6(su1006)] X</i>                                       | ctrl for CT20                                    |
| <b>CF1903</b>     | <i>glp-1(e2144) III.</i>                                                                       | <i>glp-1</i> mutant                              |
| <b>MT12993</b>    | <i>mir-71(n4115) I</i>                                                                         | <i>mir-71</i> knockout                           |
| <b>MT13433</b>    | <i>mir-45(n4280) II</i>                                                                        | <i>mir-45</i> knockout                           |
| <b>VC328</b>      | <i>mir-47(gk167) X</i>                                                                         | <i>mir-47</i> knockout                           |
| <b>MT12958</b>    | <i>mir-87(n4104) V</i>                                                                         | <i>mir-87</i> knockout                           |
| <b>MT14662</b>    | <i>mir-230(n4535) X</i>                                                                        | <i>mir-230</i> knockout                          |
| <b>MT17997</b>    | <i>mir-235(n4504) I</i>                                                                        | <i>mir-235</i> knockout                          |
| <b>MT12969</b>    | <i>mir-259(n4106) V</i>                                                                        | <i>mir-259</i> knockout                          |
| <b>MT15019</b>    | <i>nDf60 V</i>                                                                                 | <i>mir-357</i> knockout                          |
| <b>MAM44</b>      | <i>glp-1(e2144) III; zals5[alg-1p::GFP::alg-1 + rol-6(su1006)]</i>                             | <i>glp-1</i> ; ALG-1 GFP reporter (CT20)         |
| <b>MAM131</b>     | <i>mir-71(n4115); zals5[alg-1p::GFP::alg-1 + rol-6(su1006)]</i>                                | <i>mir-71</i> KO; ALG-1 GFP reporter (CT20)      |
| <b>VT2084</b>     | <i>mals352 [mir-71p::GFP + unc-119(+)]</i>                                                     | <i>mir-71</i> GFP reporter                       |
| <b>PQ535</b>      | <i>alg-1(ap428 [alg-1::Y45F10D.4 3'UTR]) X.</i>                                                | ALG-1/OE                                         |
| <b>PQ530</b>      | <i>alg-1(ap423[3xflag::gfp::alg-1]) X.</i>                                                     | ALG-1 GFP reporter                               |
| <b>WBM1610</b>    | <i>alg-1(ap428 [alg-1::Y45F10D.4 3'UTR]) X + N2; dvlIs19 III.</i>                              | ALG-1/OE (PQ535); <i>gst-4</i> GFP reporter      |
| <b>WBM1612</b>    | <i>mulIs84 [(pAD76) sod-3p::GFP + rol-6(su1006)]; alg-1(ap428 [alg-1::Y45F10D.4 3'UTR]) X.</i> | ALG-1/OE (PQ535); <i>sod-3</i> GFP reporter      |
| <b>WBM1619</b>    | <i>alg-1(ap423[3xflag::gfp::alg-1]) X; glp-1(e2144) III.</i>                                   | <i>glp-1</i> mutant; ALG-1 GFP reporter (PQ530)  |
| <b>WBM1623</b>    | <i>alg-1(ap423[3xflag::gfp::alg-1]) X; clk-1(qm30) III</i>                                     | <i>clk-1</i> mutant; ALG-1 GFP reporter (PQ530)  |
| <b>WBM1626</b>    | <i>alg-1(ap423[3xflag::gfp::alg-1]) X; eat-2(ad1116) II</i>                                    | <i>eat-2</i> mutant; ALG-1 GFP reporter (PQ530)  |
| <b>WBM1625</b>    | <i>alg-1(ap423[3xflag::gfp::alg-1]) X; raga-1(ok386) II.</i>                                   | <i>raga-1</i> mutant; ALG-1 GFP reporter (PQ530) |
| <b>CF1553</b>     | <i>mulIs84. (sod-3p::gfp)</i>                                                                  | <i>sod-3</i> GFP reporter                        |
| <b>WBM552</b>     | <i>N2; dvlIs19 III.</i>                                                                        | <i>gst-4</i> GFP reporter                        |

# Supplementary material for: An Intricate Network Involving the Argonaute ALG-1 Modulates Organismal Resistance to Oxidative Stress
**Source:** Nat Commun. 2024 Apr 9;15:3070. doi: 10.1038/s41467-024-47306-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Dataset 1.** *p-adj* values of the RNAseq analysis.

**Supplementary Dataset 2.** Gene names of transcription factors used in the RNAi screen and *alg-1* reporter levels upon RNAi silencing.

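Supplementary Data 3 lists the log_2_ fold change of single miRNAs in each comparison. By the paper's own values, it holds 139 names for *glp-1(e2144)* against WT and 170 for ALG-1/OE against ctrl, including the whole let-7 hairpin beside the mature strands. Set against the deposited counts, 138 of the miRNAs with reads in both libraries of the first comparison are listed there and 61 are not. In the second comparison 169 are listed and 35 are not. Of the miRNAs outside the list, 21 were above the upper cut-off in *glp-1(e2144)* and 18 in ALG-1/OE. The lowest control count of a listed miRNA was 10 reads in WT and 2 reads in ctrl, so a single minimum count does not describe both lists, and 3 miRNAs with at least 10 reads in WT and some in *glp-1(e2144)* are missing from the first. The paper's text does not name a filter.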

**Supplementary Dataset 3.** Differentially expressed miRNAs according with the small RNAseq data.

**Supplementary Dataset 4.** List of miRNA targets predicted by TargetScan and overlap with genes upregulated in *alg-1(gk214)* mutants.

# Supplementary material for: An Intricate Network Involving the Argonaute ALG-1 Modulates Organismal Resistance to Oxidative Stress
**Source:** Nat Commun. 2024 Apr 9;15:3070. doi: 10.1038/s41467-024-47306-4
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The modENCODE ChIP-Sequencing consortium (v33) was utilized to collect transcription factor candidates. TargetScanWorm (Release 6.2) was employed to gather candidate targets of miRNAs. WormExp (v2.0) was used to conduct the intersection of candidate targets of miRNAs with genes upregulated in RNA-seq analysis of <i>alg-1</i> loss of function mutants. |
| Data analysis   | GraphPad Prism (v8.4.3) was employed for statistical analysis, while R (v1.3.1) was utilized to conduct the differential expression analysis of RNA-seq data. Fluorescence quantification was performed using ImageJ (v1.53q), and gene ontology analysis was carried out using WormEnrichr (ModEnrichr toolkit - August 1, 2018).                               |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are provided in the Supplementary Information and Source Data files and are available in public repositories or upon request from their original sources. The small RNA sequencing data generated in this study (Fig. 4a-e) have been deposited in the GEO database under accession code GSE260938 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE260938>]. The processed data is also available in the Supplementary Dataset 3. The RNA sequencing data re-used in this study (Fig. 1a,g and Supplementary Fig. 2a) are available in the GEO database under accession code GSE111338 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111338>] or were shared by and is available upon request from the Mair lab. The processed data used in the study are also available in the Supplementary Dataset 1. The microarray data re-used in this study (Fig. 5a and Supplementary Fig. 9) are available in the GEO database under accession code GSE19138 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE19138>]. The processed data used in this study is also available in the Supplementary Dataset 4.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

different biological replicates with different researchers analyzing the data whenever possible. Moreover, these non-automated experiments, such as survival assays, pharyngeal pumping, mobility, and brood size measurements were based on binary outcomes (living/dead, bend/static, pump/static, eggs/no eggs on the plate surface), which minimizes the possibility of unconscious bias. Considering these factors, blinding was not implemented.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                      |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293T (originally from ATCC)                                                       |
| Authentication                                                       | Cells were not authenticated, but HEK293T cells behaved as expected morphologically. |
| Mycoplasma contamination                                             | Cells were not tested for mycoplasma contamination.                                  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                             |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Organism: <i>Caenorhabditis elegans</i> .<br>All strains used in this study are listed in Supplementary Table 1.<br>We used worms of different stages and monitored them throughout lifespan. |
| Wild animals            | No wild animal was used in this study.                                                                                                                                                        |
| Reporting on sex        | We used hermaphrodites in all experiments and males only for mating.                                                                                                                          |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                           |
| Ethics oversight        | This study did not involve materials or animal models that require ethical approval.                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

|                       |                                    |
|-----------------------|------------------------------------|
| Seed stocks           | No plants were used in this study. |
| Novel plant genotypes | No plants were used in this study. |
| Authentication        | No plants were used in this study. |

How the deposited data were processed for this re-analysis (not part of the article)

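Small RNA sequencing covered 4 libraries from adult *C. elegans* at day 0, 1 library for each of WT (N2), *glp-1(e2144)*, ALG-1/OE (CT20) and ctrl (PE255). Conditions were taken from the sample labels and the methods. The description of the deposited series calls CT20 the control, whereas the paper and the sample labels make CT20 the ALG-1/OE strain and PE255 its control, and the latter was used. The comparisons were those of the paper, *glp-1(e2144)* against WT and ALG-1/OE against ctrl. In addition, ctrl was compared with WT to show how far control libraries lie apart. These differ in transgene and in growth temperature.

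The authors deposited raw read counts, without normalization, for 697 rows per library, of which 447 are mature miRNAs and 250 are hairpins. Only mature rows were used, with 1 row for each of the 434 names, the row with the most reads where a name has more than 1. The paper names the ce10 genome, and 241 of the 250 hairpins lie at the coordinates of WBcel235 in the annotation at hand. Overlapping miRNAs on opposite strands have identical counts in the deposited data, so for these the strand of the reads is uncertain.

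The paper normalized by the total number of reads per sample. These totals are not in the deposited counts, and the scaling constant of each comparison was taken from Supplementary Data 3 as the median of the paper's log_2_ fold change minus the log_2_ ratio of the counts. For ctrl against WT no such constant exists, and the total of miRNA reads was used. Fold changes were computed for miRNAs with reads in both libraries of a pair, without a pseudocount, and called at the paper's cut-off of 1 on the log_2_ scale.

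With 1 library per condition, no test of a condition was possible, and packages that estimate a variance from replicates were not used. Each miRNA was tested on its reads with an exact binomial test against the share given by the scaling, with Benjamini-Hochberg adjustment, and its 95% interval is the Clopper-Pearson interval of that share. Such a test compares libraries only. The range of medians and counts came from 10000 Poisson draws of the reads, and the number of miRNAs past the cut-off by counting error from 10000 draws with 1 shared proportion per miRNA. Overlaps were tested with a one-sided Fisher's exact test, and strands of a hairpin with 100000 permutations of the strand label. A count of 0 was read as up to 3 reads. For 1 list of miRNAs, the median was placed among 10000 random lists matched on read number.

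On simulated counts of 434 miRNAs, of which 200 were changed 4-fold, the intervals held the true value for 96.6% of 208 miRNAs, and 5.13% of 117 unchanged miRNAs had a p-value under 0.05. All of the 47 changed miRNAs with at least 50 expected reads were called, and 2.74% of 73 calls were of unchanged miRNAs. The log_2_ scaling was recovered within 0.012 by TMM factors and within 0.010 by median of ratios. As many of the simulated miRNAs rose as fell. Rises and falls in the libraries were not balanced in this way under the authors' scaling, so this accuracy may not carry over to them.

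The alternatives replaced the scaling (total of miRNA reads, with and without the miR-35 to miR-42 family, TMM factors with trims of 30% and 5%, and median of ratios, both written anew in Python), added a pseudocount of 0.5 reads, required at least 10 reads in the higher or in both libraries, used every row as listed, added the adjusted p-value to the cut-off, lowered it to 1.5-fold, or changed the background of the overlap. The named miRNAs were fixed beforehand as those the paper names, the miR-35 to miR-42 family, and in each comparison the 3 largest rises and 3 largest falls among miRNAs with at least 50 reads in the pair. The family was taken because its members have the lowest values in Supplementary Data 3. That list comes from these same libraries, so the fall of the family was known beforehand. Any other miRNA, such as miR-82-3p as the most abundant, was named after its values were seen. Mature miRNAs with reads numbered between 215 and 232 per library, with a median of 18 to 31 reads, so the fold changes of the rarer ones carry wide intervals.

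Reads outside miRNAs, stress assays, reporter assays and the RNAseq and microarray data of other studies were not analysed here. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.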

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

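The exact binomial test and the comparison of ctrl with WT were set beforehand. All other tests in this part were chosen only after the result was seen. The miRNAs named in this part outside the miR-35 to miR-42 family were named after their values were seen. Alternatives to the processing that are named in this and the following parts were set before the data were examined, except where stated.

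Supplementary Data 3 leaves out some miRNAs that lie past the cut-off in the deposited counts, and these were picked out as signal outside what the paper discusses. In *glp-1(e2144)*, 11 such miRNAs were upregulated with an adjusted p-value under 0.05 (exact binomial test on the reads), and 4 were downregulated. The upregulated one with the smallest p-value was miR-246-5p, with 34 reads against 4 in WT and a log_2_ fold change of 2.68 (95% interval 1.19 to 4.63). Among the downregulated ones it was miR-41-3p of the miR-35 to miR-42 family, with 2 reads against 23, a log_2_ fold change of -3.35 when its count is set to the floor of 3 reads (95% interval of the counts as they are -7.06 to -1.92). The other downregulated ones were miR-41-5p, miR-61-5p and miR-236-5p. In ALG-1/OE there was 1, lsy-6-3p, with 23 reads against 9 in ctrl and a log_2_ fold change of 1.37 (0.20 to 2.66).

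The authors' normalization was tested as an explanation of these calls. For the 2 downregulated miRNAs of the miR-35 to miR-42 family, miR-41-3p and miR-41-5p, it is argued against by the share of the miRNA reads that the family took, 0.0756% in *glp-1(e2144)* against 11.3% in WT, which no factor between libraries changes. The 2 others lay at a log_2_ fold change of at most -3.41 under the authors' and the other 4 scalings. For these it stays open, since they were picked for their fall, had at most 2 reads in *glp-1(e2144)*, and the other scalings only lower the values. For the 11 upregulated miRNAs it stays open as well, since between 8 and 11 stayed above a log_2_ fold change of 1 but between 0 and 1 kept an adjusted p-value under 0.05. For lsy-6-3p the count was 0 under each of them, and its log_2_ fold change fell to between 0.74 and 0.94. Scaling within the miRNA reads centres the values, so a rise shared by all miRNAs and a change in the share of miRNA reads cannot be told apart here. miR-356a and miR-356b-3p, which are among the 11, overlap on opposite strands and hold the same reads. The loss of the germline in *glp-1(e2144)* and the overexpression of ALG-1 remain as untested biological explanations.

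A further 6 miRNAs had at least 10 reads in WT and 0 in the deeper *glp-1(e2144)* library, and the paper's list cannot hold them, since a ratio needs reads in both. They were miR-250-5p, miR-35-5p, miR-36-5p, miR-42-3p, miR-50-3p and miR-51-3p, named after their values were seen. With 30 reads in WT, miR-36-5p has a log_2_ fold change of -3.73 when its 0 is set to the floor of 3 reads and the reads in WT are taken as exact. The members of the miR-35 to miR-42 family among them share in the fall of that family, which is weighed under the other observations. For the other 3 no explanation was tested.

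The paper does not compare the control libraries with each other. Between ctrl and WT, 19 miRNAs passed the cut-off with an adjusted p-value under 0.05 in the exact binomial test, 10 higher and 9 lower in ctrl. The smallest p-value was that of miR-240-5p, with 775 reads in ctrl against 427 in WT and a log_2_ fold change of 1.13 (0.96 to 1.30). Counting error alone is argued against, since 22 miRNAs lay below the lower cut-off where 95% of the draws without a change gave at most 17. The strains, the growth temperature and the library preparation differ together between these libraries and cannot be separated with 1 library each.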

How the results depend on the processing

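The settings that use the miRNAs of Supplementary Data 3 or a minimum in the control library were chosen after the values were seen, and tests named here were otherwise fixed earlier. No paired analysis was possible, because each condition has 1 library. Causes follow from the construction of a setting where one is given, and elsewhere the cause was not tested.

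Scalings within the miRNA reads centre the fold changes, which lowers each of them in a comparison by the same amount. Against the authors' scaling this shift in *glp-1(e2144)* was -0.93 for the total of miRNA reads, -0.90 for TMM factors, -0.93 for median of ratios and -1.11 for the total without the miR-35 to miR-42 family, and in ALG-1/OE it was -0.46, -0.63, -0.53 and -0.42. The overall median in *glp-1(e2144)* became -0.013, 0.017, -0.0074 and -0.19 in this order, and in ALG-1/OE 0.14, -0.032, 0.067 and 0.18. Upregulated and downregulated miRNAs in *glp-1(e2144)* numbered 19 and 54 with the total of miRNA reads, 25 and 53 with TMM factors, 20 and 54 with median of ratios, and 15 and 57 without the family, against 92 and 31. In ALG-1/OE they numbered 23 and 14, 14 and 17, 22 and 15, and 23 and 11, against 54 and 5. Of the 11 miRNAs of Fig. 4e, 2 stayed above the cut-off in both comparisons with the total of miRNA reads and 2 without the family, and 1 with TMM factors and 1 with median of ratios. With an adjusted p-value under 0.05 as well, 1 stayed under each of these 4 scalings. A scaling within the miRNA reads cannot show whether all miRNAs rose together, so these values tell which miRNAs changed relative to the rest. For ctrl against WT the total of miRNA reads is the scaling used throughout, so that alternative gives no value there, and with TMM factors the median of the control libraries moved from 0.037 to 0.19.

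The overlap of upregulated miRNAs turned from below to above chance under 6 settings, in none of which the one-sided Fisher's exact test fell below 0.0200. The exact test gave p = 0.28 with the total of miRNA reads, p = 0.45 with TMM factors, p = 0.57 with median of ratios, p = 0.17 without the miR-35 to miR-42 family, and p = 0.14 with all 434 mature miRNAs as background. With the miRNAs of Supplementary Data 3 and that same background, chosen after the values were seen, Fisher's exact test gave p = 0.0200. A background that holds miRNAs without reads raises the enrichment by construction, since they cannot be in a list. The remaining settings kept the overlap below chance, with p between 0.69 and 1.00. For the downregulated miRNAs the overlap turned to above chance with the total of miRNA reads (Fisher's exact test, p = 0.54) and with median of ratios (p = 0.61), at 3 shared miRNAs each, and the cause was not tested.

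Filters, the pseudocount and the use of every row change which miRNAs are counted, and the adjusted p-value and the lower cut-off change which of the same miRNAs are called. With a pseudocount of 0.5 reads, the median in *glp-1(e2144)* was 0.90, downregulated miRNAs numbered 63 in *glp-1(e2144)* and 16 in ALG-1/OE, and 37 and 51 miRNAs passed the upper and lower cut-off in ctrl against WT. With at least 10 reads in the higher library, 35 miRNAs were upregulated and 2 downregulated in ALG-1/OE, and 12 were higher in ctrl than in WT. With at least 10 reads in both libraries, the median in *glp-1(e2144)* was 1.10, 12 miRNAs were downregulated there, 20 were upregulated and 0 downregulated in ALG-1/OE, and 7 and 6 passed the cut-offs in ctrl against WT. With at least 10 reads in the control library, 20 were upregulated and 2 downregulated in ALG-1/OE. With every row as listed, which counts hairpins beside their strands, 161 miRNAs were upregulated and 51 downregulated in *glp-1(e2144)*, 84 and 9 in ALG-1/OE, and 38 and 34 in ctrl against WT. With the adjusted p-value added, 24 were upregulated and 0 downregulated in ALG-1/OE, and 10 and 9 in ctrl against WT. With a cut-off of 1.5-fold, 107 were upregulated and 11 downregulated in ALG-1/OE, and 45 and 51 in ctrl against WT. More miRNAs rose than fell in both strains under each of these settings.

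The smaller rise of the less abundant strands in *glp-1(e2144)* was -0.12 over the 30 hairpins with at least 10 reads on each strand in both libraries (permutation test, p = 0.22), against -0.61 over all 63. This minimum removes 6 hairpins whose less abundant strand had at least 10 reads in WT and fewer in *glp-1(e2144)*, all 6 of which fell, so the smaller difference is in part built into the filter. Ranking the strands by the libraries not compared gave the same values and is no test of stability.

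Of 385 alternative values for single named miRNAs, 34 changed sign, and a further 154 left their 95% interval without a change of sign. The sign changes all came from scalings within the miRNA reads. In *glp-1(e2144)*, miR-229-3p became -0.65 with the total of miRNA reads, -0.62 with TMM factors, -0.65 with median of ratios and -0.83 without the family, and without the family miR-229-5p became -0.089, miR-45-3p -0.13, miR-47-3p -0.0036 and miR-87-5p -0.0045. In ALG-1/OE, in the same order of scalings, miR-42-5p became -0.34, -0.51, -0.41 and -0.30, miR-47-3p -0.19, -0.36, -0.26 and -0.15, miR-71-3p -0.43, -0.61, -0.51 and -0.40, miR-71-5p -0.038, -0.21, -0.11 and -0.0028, and miR-85-3p -0.30, -0.47, -0.37 and -0.26. With TMM factors and median of ratios, let-7-5p became -0.12 and -0.023, and miR-41-3p -0.13 and -0.033. With TMM factors alone, miR-35-5p became -0.032 and miR-40-3p -0.033. The depth limits the rarer miRNAs, and in ALG-1/OE 34 of the 54 upregulated miRNAs had fewer than 10 reads in ctrl.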

Differences from the paper's values

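The paper gives P < 0.02 for the overlap of the upregulated miRNAs, here 0.02 as an upper limit. The one-sided Fisher's exact test over the 185 miRNAs with reads in all 4 libraries gave p = 0.99, with 15 shared miRNAs where chance gives 21.2. None of the alternatives set before the data were examined closed the gap. Their p-values ranged from 0.14, with all 434 mature miRNAs as the background, to 1.00, with every row as listed or with a cut-off of 1.5-fold. A setting chosen after seeing the values came nearest. With only the miRNAs in Supplementary Data 3 and all 434 mature miRNAs as the background, 11 miRNAs were shared by lists of 71 and 36, chance gives 5.89, and the Fisher's exact test gave p = 0.0200, just above the paper's limit. With the same lists restricted to the 136 miRNAs listed for both comparisons, also chosen after seeing the values, Fisher's exact test gave p = 0.87. The paper's text does not name the test or the background behind its value.

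For the counts of miRNAs the values differed by no more than 1.5 times. Upregulated miRNAs numbered 92 against the paper's 72 in *glp-1(e2144)* and 54 against the paper's 36 in ALG-1/OE. Downregulated miRNAs numbered 31 against the paper's 22, and 5 against the paper's 4. Restricted to the miRNAs in Supplementary Data 3, a setting chosen after seeing the values, the counts were 71 and 36 upregulated and 22 and 4 downregulated. The paper's 72 includes the whole let-7 hairpin, which is not a mature strand.

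The paper states that miR-71 is not increased when ALG-1 is overexpressed, judged by its cut-off. miR-71-5p lay below the cut-off with a log_2_ fold change of 0.42, and its interval of 0.33 to 0.51 excluded 0 under the paper's scaling. The interval of miR-71-3p, from -0.31 to 0.35, included 0.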

Other observations

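All tests in this part were chosen only after the result was seen.

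The overall rise in both comparisons rests on the share of miRNA reads among all reads. A candidate explanation other than more miRNA per worm is a higher share of miRNA reads in the library, for example from fewer other small RNAs or from library preparation. Scaled to the total of miRNA reads, the median log_2_ fold change was -0.013 in *glp-1(e2144)* and 0.14 in ALG-1/OE, but this scaling centres the values and decides nothing. Reads outside miRNAs were not analysed here, and the paper's text names no added standard, so both explanations cannot be told apart.

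Counting error alone is argued against for the upregulated miRNAs. Draws without any change gave at most 17 in *glp-1(e2144)* and 21 in ALG-1/OE in 95% of cases, against 92 and 54. The excess is smaller over 1 shift of all miRNAs with counting error, which gave 70 (57 to 83) in *glp-1(e2144)* and 28 (19 to 37) in ALG-1/OE. For *glp-1(e2144)* the excess over 70 depends on the shift taken. That shift, 0.93, lies just under the cut-off, and a larger shift would place more miRNAs above it. Without replicates, the spread between libraries beyond counting error is unknown. For the downregulated miRNAs of ALG-1/OE, counting error alone is enough, since the 5 found lie within the 3 to 14 of the draws. The 31 downregulated miRNAs of *glp-1(e2144)* are more than 1 shift of all miRNAs with counting error gives, at most 7 in 95% of the draws.

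The number of upregulated miRNAs might follow from 1 shift of all miRNAs together with the spread that control libraries show. When the shift of *glp-1(e2144)* was added to the fold changes of ctrl against WT, 48.5% of 198 miRNAs passed the upper cut-off, against the 46.2% found in *glp-1(e2144)*. This shift of 0.93 lies just under the cut-off of 1, and the control pair has a median of 0.037. A share of this size therefore follows almost whatever the spread, and the match decides nothing for *glp-1(e2144)*. With the shift of ALG-1/OE, 25.3% passed, against 26.5%. The downregulated miRNAs did not match in number, with 6 in the shifted control pair against 31 in *glp-1(e2144)*, and 12 against 5 in ALG-1/OE. The control libraries differ in strain and temperature as well, so their spread is not that of replicates, and this explanation stays open for the upregulated miRNAs.

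Scaling between libraries is argued against as the cause of the fall of the miR-35 to miR-42 family in *glp-1(e2144)*. A factor between libraries leaves the family's share of the miRNA reads as it is, and this share was 0.0756% in *glp-1(e2144)* (95% Clopper-Pearson interval 0.0684% to 0.0833%) against 11.3% in WT (11.2% to 11.5%). The family took 8.78% of the miRNA reads in ALG-1/OE (95% Clopper-Pearson interval 8.67% to 8.89%) and 6.51% in ctrl (6.40% to 6.63%). The absence of the germline in *glp-1(e2144)* is a biological hypothesis that the design names and that was not tested.

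miRNAs that fell in *glp-1(e2144)* rose in ALG-1/OE. Of the 102 miRNAs with at least 50 reads in each pair, 14 were downregulated in *glp-1(e2144)*, and all 14 had a positive log_2_ fold change in ALG-1/OE under the authors' scaling, with a median of 0.81. This median lies at percentile 99.1 of 10000 random lists matched on read number, whose medians lay between 0.22 and 0.78 in 95% of cases. The list holds neighbouring hairpins of the miR-35 to miR-42 family, with both strands of miR-37 and miR-39. The random lists draw miRNAs singly, as if independent, so the percentile may overstate how unusual the list is. A scaling shifts the list and the random lists alike. The miR-35 to miR-42 family alone was tested as the source. The 6 miRNAs outside it had a median of 0.93, within the 0.13 to 1.04 of their random lists, too few to decide. A low value of the ctrl library was tested as well. The median of the 14 in ctrl against WT was -0.86, and as a share of miRNA reads 1 of the 14 was higher in ALG-1/OE than in WT. Since strain and temperature differ between the controls, a low ctrl value and a rise in ALG-1/OE cannot be told apart. Across the 102 miRNAs, which are not independent replicates, the comparisons had a Spearman's rho of -0.32. Of the 54 miRNAs upregulated in ALG-1/OE, 30 had a higher share of miRNA reads than in both controls and 24 lay between ctrl and WT. Of the 11 miRNAs of Fig. 4e, 9 were above both controls.

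Few reads on the less abundant strands might explain their smaller rise in *glp-1(e2144)*. Over the 38 hairpins whose less abundant strand had a mean of at least 10 reads, the difference of the medians was -0.13 (permutation test, p = 0.19), and over the 25 others it was -0.82 (p = 0.0037, permutation test). A permutation of the hairpins between both sets gave p = 0.22 for the difference of 0.70 between them, so this explanation stays open.

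Overlapping mature miRNAs on opposite strands had identical counts in all 4 libraries in 5 of the 5 pairs with reads, which is consistent with counting without regard to strand. For these miRNAs the counts do not tell which of the pair was sequenced.

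lin-4 had few reads, with 17 on lin-4-5p and 9 on lin-4-3p over the 4 libraries. A mature position off by some bases is argued against, since the whole hairpin held 26 reads, the same as its strands. Other explanations were not tested. Over the same libraries let-7-5p had 5906 reads, but the whole mir-1 hairpin held only 62. A low count was therefore not peculiar to lin-4.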
